# Analysis of sea star larval regeneration reveals conserved processes of whole-body regeneration across the metazoa

**DOI:** 10.1186/s12915-019-0633-9

**Published:** 2019-02-22

**Authors:** Gregory A. Cary, Andrew Wolff, Olga Zueva, Joseph Pattinato, Veronica F. Hinman

**Keywords:** Regeneration, Sea star, Echinoderm, Transcriptome

## Abstract

**Background:**

Metazoan lineages exhibit a wide range of regenerative capabilities that vary among developmental stage and tissue type. The most robust regenerative abilities are apparent in the phyla Cnidaria, Platyhelminthes, and Echinodermata, whose members are capable of whole-body regeneration (WBR). This phenomenon has been well characterized in planarian and hydra models, but the molecular mechanisms of WBR are less established within echinoderms, or any other deuterostome system. Thus, it is not clear to what degree aspects of this regenerative ability are shared among metazoa.

**Results:**

We characterize regeneration in the larval stage of the Bat Star (*Patiria miniata*). Following bisection along the anterior-posterior axis, larvae progress through phases of wound healing and re-proportioning of larval tissues. The overall number of proliferating cells is reduced following bisection, and we find evidence for a re-deployment of genes with known roles in embryonic axial patterning. Following axial respecification, we observe a significant localization of proliferating cells to the wound region. Analyses of transcriptome data highlight the molecular signatures of functions that are common to regeneration, including specific signaling pathways and cell cycle controls. Notably, we find evidence for temporal similarities among orthologous genes involved in regeneration from published Platyhelminth and Cnidarian regeneration datasets.

**Conclusions:**

These analyses show that sea star larval regeneration includes phases of wound response, axis respecification, and wound-proximal proliferation. Commonalities of the overall process of regeneration, as well as gene usage between this deuterostome and other species with divergent evolutionary origins reveal a deep similarity of whole-body regeneration among the metazoa.

**Electronic supplementary material:**

The online version of this article (10.1186/s12915-019-0633-9) contains supplementary material, which is available to authorized users.

## Background

The evolution of regenerative abilities has fascinated researchers for centuries. Species with a capacity for restorative regeneration are distributed throughout the metazoan tree of life (Fig. 1a); however, the extent to which any animal is capable of regenerating varies considerably. Whereas some taxa are able to undergo whole-body regeneration (WBR), other lineages exhibit much more restricted regenerative capabilities (e.g., the ability to re-grow only specific organs or tissues) [1–3]. Given the broad phylogenetic distribution of robust regenerative abilities, it remains unclear if elements of this phenomenon are directed by deeply conserved molecular mechanisms that have been lost in species with more restricted regenerative capacities or have evolved multiple times independently. While many attempts have been made to synthesize regenerative phenomena in disparate taxa [1–3], or to provide evolutionary context to genes utilized during regeneration within a particular model [4, 5], few studies have directly compared the transcriptional control of regeneration among highly regenerative, distantly related metazoan lineages. This is, in part, because we are as yet missing detailed descriptions of regeneration from key taxa. By approaching regeneration from an evolutionary perspective, it is possible to identify shared mechanisms that underlie regenerative abilities. This has significant implications for if and how regeneration can be induced in organisms with more limited potential.

**Fig. 1:**
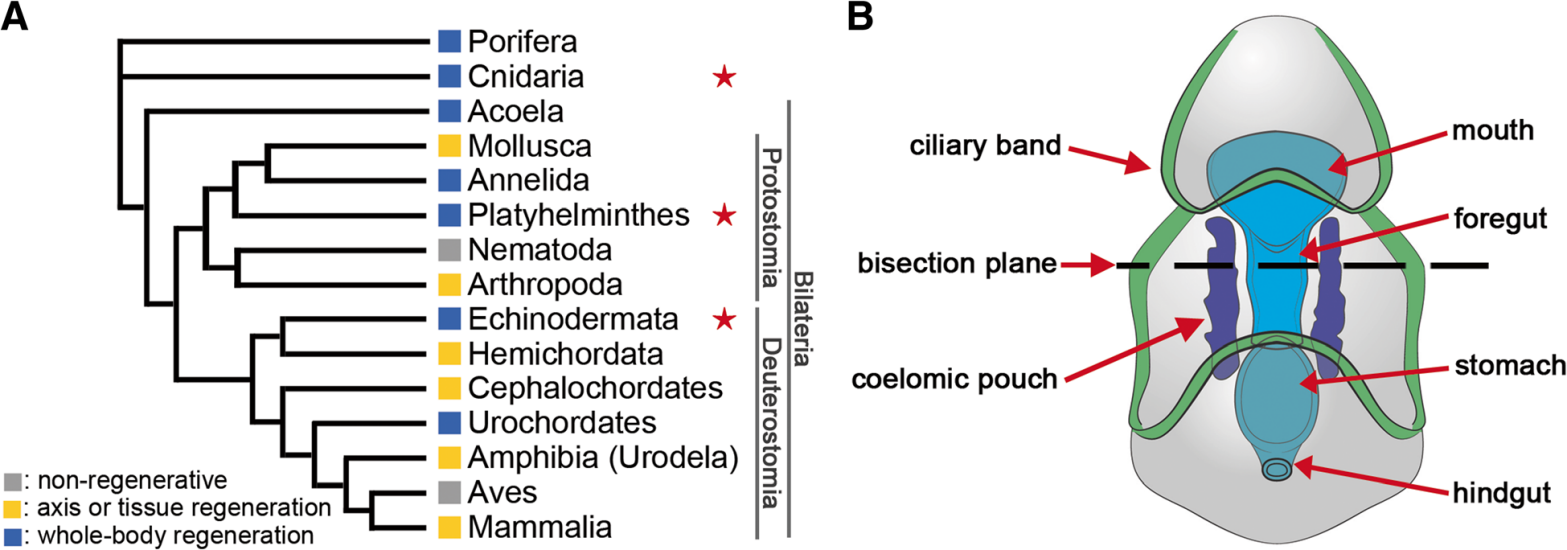
Models of whole-body regeneration**. a** Phylogeny depicting regeneration capacity of various taxa, after [2, 89]. Species from the three taxa marked with a star were considered in this study. **b** Schematic of a sea star bipinnaria larva indicating the bisection plane (dashed line) and relevant anatomical features including the ciliary band epithelium (green), coelomic pouch epithelium (purple), and enteric organs (blue)

The best characterized models for understanding regeneration are species of Cnidaria (e.g., *Hydra vulgaris* [6, 7]) and planaria (e.g., *Schmidtea mediterranea* [8, 9]). These organisms are capable of WBR, meaning that they can re-grow all body parts following amputation [2]. In these contexts, WBR involves transitions through wound healing, immune signaling, axis/organizer specification (especially via WNT signaling), cell proliferation, and differentiation of new cells to replace missing cells and tissues [7–11]. A key distinction between these models lies in the source of the newly differentiated cells. In planarians (bilaterian protostomes within the phylum Platyhelminthes), a pool of somatic stem cells (neoblasts) generates a proliferative blastema that is essential for regeneration [12–14]. In contrast, regeneration in *Hydra* species is mediated through de-differentiation and transdifferentiation of existing cells to replace those lost by injury [15, 16], in addition to somatic stem cells (interstitial cells or I-cells), which serve as both undifferentiated precursors of several cell types [17] and also proliferate following injury [18].

Regenerative ability is generally more limited in deuterostomes. Within vertebrates, regeneration is frequently restricted to specific developmental stages, tissues, or organs [2]. By contrast, many invertebrate deuterostomes are capable of extensive regeneration of all tissues at multiple developmental stages. Colonial ascidians (e.g., *Botryllus schlosseri*) are capable of WBR [19, 20], whereas solitary species are capable of partial regeneration (e.g., adult siphons in *Ciona intestinalis*) [21, 22]. Hemichordate species (e.g., *Ptychodera flava*) can regenerate the adult head when bisected from the body [23, 24]. However, the best known and most regenerative species of deuterostomes belong to the Echinodermata.

Echinoderms (e.g., sea stars, brittle stars, and sea cucumbers) exhibit remarkably robust regenerative capabilities throughout all life stages. Adult echinoderms have been a focus of regeneration studies that examined re-growth of specific structures (e.g., spines, tube feet, nerve cord, gut, and arms) [25–39]. Regeneration has also been observed in larvae from all echinoderm classes examined [40]. These planktonic stage echinoderms can swim and feed in the water column for weeks or months. Larval regeneration is more similar to the WBR observed in planaria and hydra, as it requires the complete re-growth of all tissues and organ systems. Molecular studies of regenerating sea star larvae have identified several regeneration-specific changes in gene expression, including the *sea star regeneration-associated protease* (SRAP; [41]), *vasa*, *nodal*, *dysferlin*, and *vitellogenins* (*vtg1* and *vtg2*) [42]. However, to date, a comprehensive survey of gene expression changes during larval echinoderm regeneration has not been reported. As one of the few deuterostome taxa capable of undergoing WBR, sea star larvae can provide unique insight into the evolution of regenerative processes.

Here, we characterize the molecular and cellular events that occur during regeneration in the larval sea star *Patiria miniata* and assess the expression patterns of orthologous genes in other distantly related species that undergo WBR. We first characterize the landmark regeneration events: wound healing, tissue re-proportioning, cellular proliferation, and cell death. To characterize the transcriptional changes that underpin these events, bisected larval fragments were evaluated using RNA-Seq. Through analysis of these data, we define broad gene classes that are expressed similarly in both anterior and posterior regenerating fragments. Finally, through identification of orthologous genes between *P. miniata* and published datasets of regenerating hydra and planarian models (Fig. 1a), we find sets of genes that have similar temporal expression profiles in these distantly related regenerating organisms. These results highlight similarities in the regeneration programs of a bilaterian deuterostome, a lophotrochozoan, and a basally branching eumetazoan. This suggests that WBR may be common to the base of all animals.

## Results and discussion

### Bipinnaria regeneration involves wound healing, body re-proportioning, cell proliferation and cell death

To make an informed comparison to other regenerative models, we first characterized the stages of larval regeneration in *P. miniata*. Bipinnaria larvae (7 days post-fertilization [dpf]) were bisected midway along the transverse anterior-posterior (AP) axis (Fig. 1b). Both resulting larval fragments were completely regenerative, restoring all lost tissues and organs over the course of 2 weeks. These findings are consistent with previous reports of larval sea star regeneration [42, 43]. Although we focus on the regeneration of the posterior fragments, a similar regenerative response is apparent within the anterior fragment (Additional file 1: Figure S1).

We observe that the initial wound is mostly closed by 3 h post-bisection (hpb; Fig. 2a, b, arrowheads). This also coincides with the appearance of several types of mesenchymal blastocoelar cells proximal to the wound epithelium. After this rapid wound healing response, larvae re-proportion their remaining tissues over the first several days post-bisection (dpb). This is evident when analyzing the position of the post-oral (lower) ciliary band (Fig. 2c). Prior to bisection, these ciliary bands are located in the middle of the larva; on average, the distance from the posterior end of the larva to the ciliary band is 47% of the total length of the larva (Fig. 2c). Immediately after bisection, this ratio increases to 80% as the anterior region has been removed (Additional file 1: Figure S2). However, over the subsequent 5 days, the larval proportions return to pre-bisection ratios (at 5 dpb, the ciliary band to larval length ratio is 57%). Importantly, this reallocation of tissues is not due to an increase in the total length of the larval fragments, as we show that the overall length of the bisected larva does not change during this time (Additional file 1: Figure S2). Although we did not quantify the change, we note a similar re-proportioning of the larval midgut between 1 and 5 dpb and also observed that the shape and position of the larval mouth changes. During bisection, the foregut is cut in half such that the anterior portion forms a new oral opening oriented along the anterior-posterior axis. However, by 3 dpb, the oral opening is reoriented ventrally and tissues are apparently anterior to this opening. Finally, by 6 dpb, we observe the return of most morphological features, including the anterior ciliary band, the oral field, and oral lobe. Together, these findings indicate that regeneration in larval sea stars occurs in at least three stages: healing at the wound site, re-proportioning the remaining tissues, and restoration of lost tissue. Similar patterns are evident in regenerating anterior fragments (Additional file 1: Figure S2).

**Fig. 2:**
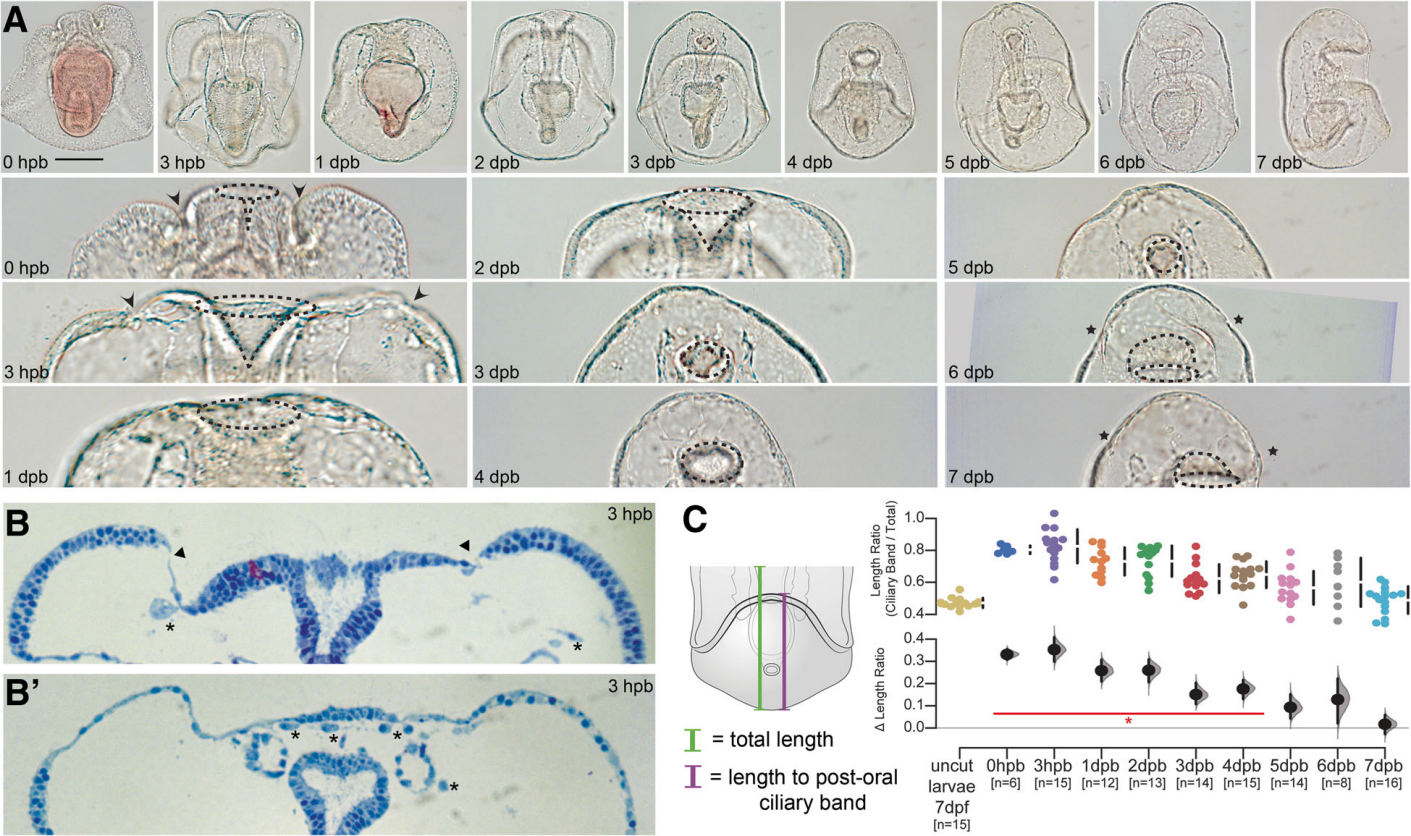
Sea star bipinnaria regeneration involves wound healing, re-proportioning, and respecification.(**a**) DIC images showing larval recovery following bisection (top row) and magnifications of the wound site at each stage (bottom row). Important anatomical features are highlighted in the magnified images including the wound site (arrowheads), opening to the gut lumen (dotted lines), and new ciliary bands (asterisks). Scale bar = 100 μm; applicable to all images in panel. (**b**) Two serial sections from the same individual showing wound closure (arrowheads) and many free cells within the blastocoelar space (asterisks). (**c**) Ratios of length from the posterior pole to the top of the post-oral ciliary band to length from the posterior pole to the anterior pole (i.e., total length of the specimen) are plotted along with the difference of the means (i.e., Δ length ratio) and 95% confidence interval. Those timepoints with a ratio found to be significantly different than uncut larvae are indicated by the red line and asterisk (Mann-Whitney *U* test, *p* value < 0.001). *n* = number of individuals measured at each timepoint

We next analyzed the pattern of cellular proliferation during regeneration. Larvae were exposed to EdU (6 h pulses) to mark proliferating cells in normal (uncut) and over the course of larval regeneration (Fig. 3). In uncut larvae, EdU^+^ cells are widely distributed (Fig. 3a). We infer from this result that larvae are actively growing. However, upon bisection, the numbers of EdU^+^ cells steadily decrease (Fig. 3b; Mann-Whitney *P* < 2 × 10^−4^). This decrease in EdU^+^ cell number is accompanied by a change in the localization of proliferating cells. EdU^+^ cells localize proximally to the wound sites (3 dpb in posterior fragments and 6 dpb in anterior fragments), and fewer EdU^+^ cells are located in more distal tissues distal (Fig. 3c; Mann-Whitney *P* < 0.05). Moreover, the proliferating cells that localize to the wound site are distinct from cells that proliferate early. Cells proliferating at 1 dpb were labeled with pulse of BrdU followed by a wash-out. Cells proliferating during the later phases were then labeled with a pulse of EdU and processed for imaging. We find very little overlap of BrdU^+^ cells that are also EdU^+^ (Fig. 3d). This indicates that cells proliferating during early regeneration do not to continue to divide during the later, wound-proximal proliferation phase of regeneration. In non-bisected, stage equivalent control larvae, by contrast, there is extensive overlap between BrdU^+^ and EdU^+^ cells (Fig. 3d). This suggest that under normal conditions, cells that are proliferating normally continue to divide, but following bisection, different populations of cells now enter proliferation. Thus, during the regenerative response, typical, system-wide larval growth is inhibited, and regeneration-specific cell proliferation is concentrated at the regenerating edge where tissues later form.

**Fig. 3:**
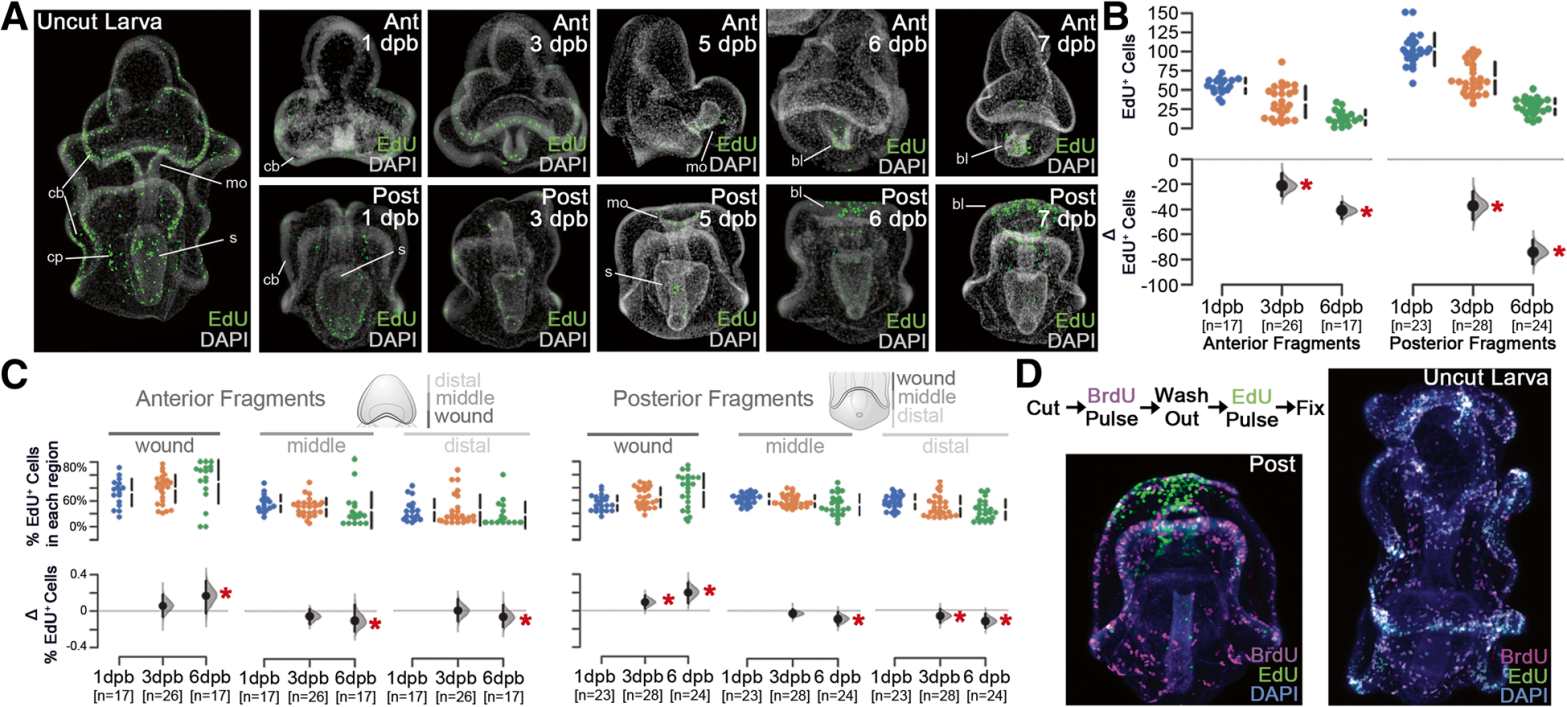
Cell proliferation decreases and localizes to wound-proximal cells. **a** EdU staining of S-phase cells in intact and regenerating sea star larvae (1–7 days post-bisection [dpb]). EdU-positive cells are shown in green. Nuclei were stained with DAPI and shown in gray. Cell proliferation in uncut larvae is throughout the ciliary band epithelium (cb), mouth (mo), stomach (s), and coelomic pouches (cp). Regenerating anterior fragments (top row) and posterior fragments (bottom row) demonstrate similar initial distributions of proliferation, although the number of EdU^+^ cells decreased by 3 dpb. Beginning at 6 dpb, EdU^+^ cells are concentrated near the wound site in both anterior and posterior regenerating fragments in a putative regeneration blastema (bl). **b** Quantitation of the EdU^+^ cells shows a steady decline in the number of proliferating cells in both anterior and posterior regenerating fragments. The difference of the means (i.e., Δ EdU^+^ Cells) is plotted and significance differences are indicated (Mann-Whitney, *p* < 0.05, red asterisk). *n* = total number of bisected animals counted. **c** The fraction of EdU^+^ cells in each of the wound-proximal, middle, and wound-distal thirds of each regenerating larval fragment from panel B is shown. The number of individuals counted is the same as in (**b**). The difference of the means (i.e., Δ % EdU^+^ cells) is plotted and significance differences are indicated (Mann-Whitney, *p* < 0.05, red asterisk). **d** The experimental regimen of the BrdU/EdU pulse-chase experiments is shown. Regenerating larvae (left) or uncut larvae (right) were labeled with BrdU (magenta) for 6 h after which the BrdU was washed out. Larvae are subsequently labeled with a 6 h EdU pulse (green) at the onset of wound-proximal proliferation or after a similar duration for uncut larvae

As a corollary to understanding cell division during larval regeneration, we examined the patterns of cell death using TUNEL assays. In normal larvae, TUNEL^+^ cells are distributed organism wide (Fig. 4a). Following bisection, the number and distribution of apoptotic cells remains largely unchanged for several days (Fig. 4b–d and Additional file 1: Figure S3). However, at 6 dpb, there is a significant increase in the total number of TUNEL^+^ cells in both anterior and posterior regenerating fragments (Mann-Whitney *P* < 4 × 10^−5^). Unlike cell proliferation, these cells are not preferentially located with respect to the wound epithelium (Additional file 1: Figure S3B). Together, these results indicate that regeneration induces a global decrease in cell proliferation, followed by a rapid increase in cells cycling near the wound site. In contrast, the rate of cell death is consistent and increases across the larva coincident with the onset of wound-localized cellular proliferation.

**Fig. 4:**
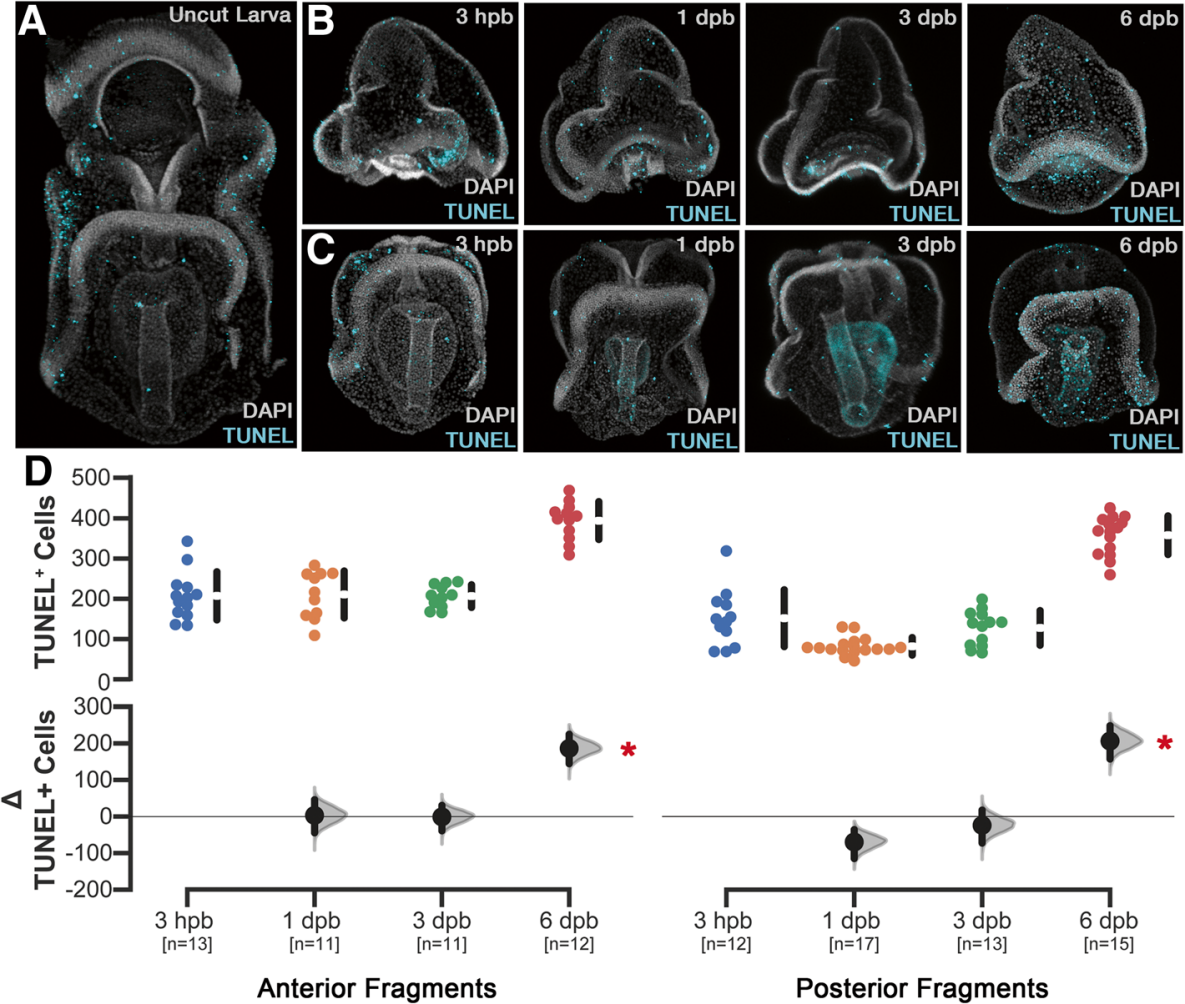
Apoptotic cell death persists and increases in later phases. **a** TUNEL^+^ cells (green) in control animals are normally distributed throughout larval tissues and is concentrated within the ciliary band epithelium. Nuclei (gray) stained with DAPI. Regenerating anterior (**b**) and posterior (**c**) fragments display similar patterns and numbers of TUNEL^+^ cells from 3 h post-bisection (hpb) until 6 days post-bisection (dpb) when there is an increase. **d** Quantitation of TUNEL^+^ cells in regenerating anterior and posterior fragments shows that there is no significant difference in the number of TUNEL^+^ cells until 6 dpb when a significant increase in apoptotic cells are detected. The difference of the means (i.e., Δ TUNEL^+^ cells) is plotted and significance differences are indicated (Mann-Whitney, *p* < 3 × 10^−4^, red asterisk). *n* = the number of individuals sampled

These cellular and tissue changes during larval sea star regeneration define landmark features of the regenerative process including wound healing, re-proportioning of larval tissues, and onset of wound-proximal proliferation along with a coincident increase in apoptotic cell death. These broad characterizations mirror regenerative processes described in other organisms and suggest a shared toolkit of regenerative responses.

### Transcriptome analyses of larval regeneration explain the genetic basis underlying observed cellular and morphological phenomena

To characterize the molecular events that operate during larval sea star regeneration and to establish a dataset amenable to inter-species comparison, we surveyed gene expression changes across a time course of larval regeneration. Pools of regenerating posterior fragments, anterior fragments, and non-bisected sibling control larvae were collected at three points following bisection: one early time point (approximately 3 hpb), one intermediate time point (3 days post-bisection, dpb), and one time point at the initiation of wound-localized cell proliferation (6 dpb). By separately sampling RNA from each pool of regenerating fragments, we were able to identify changes in gene expression changes that occur in both the anterior and posterior fragments as well as those that are specific to regeneration in each context. The inclusion of non-bisected, age-matched, sibling larvae control for transcriptional changes due to continuing larval development as well as genetic differences among cultures. For each time point, transcript levels were compared between each pool of regenerating fragments and the control larvae (i.e., anterior vs. uncut and posterior vs. uncut). 

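RNA was sequenced in 18 libraries, 2 biological replicates in each of 9 groups: uncut control larvae, anterior fragments and posterior fragments at 3 hpb, 3 dpb and 6 dpb. The labels of the deposited libraries give the earliest time point as 0 dpb. The authors trimmed the reads, mapped them to the P. miniata v1.0 assembly and assembled the uniquely mapping reads into loci. For each library they deposited the number of reads that mapped uniquely to each of 80165 loci, without normalization. These loci carry identifiers beginning with XLOC, and 14559 of the expressed loci carry a gene name in the authors' table. The strand setting of the counting is not stated in the paper's text, so values of loci that overlap another locus or share a gene name are uncertain. 3418 expressed loci (10.7%) overlap another expressed locus.

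Counts on loci ranged from 15868104 to 36152675 per library, with a median of 20631998. With 2 libraries per group, the range within a group is that of its 2 values and the median is their mean. In uncut controls, libraries of replicates 1 and 2 held 15868104 and 19755152 counts at 3 hpb (median 17811628), 24000186 and 20925269 at 3 dpb (median 22462727.5), and 36152675 and 16370600 at 6 dpb (median 26261637.5). The libraries of anterior fragments held 17627709 and 19601838 counts at 3 hpb (median 18614773.5), 17431911 and 20601688 at 3 dpb (median 19016799.5), and 24232186 and 21304822 at 6 dpb (median 22768504). For posterior fragments these were 22986981 and 16870875 at 3 hpb (median 19928928), 20662308 and 16874768 at 3 dpb (median 18768538), and 27472243 and 21676324 at 6 dpb (median 24574283.5). The paper gives its depth in uniquely mapping reads, 422.9 M in all and 23.5 M per sample. The files hold 423 M such reads, including those on no locus (2.37% to 3.65% per library) and on more than 1 locus (6.12% to 8.74%). The values reported here use the 380.4 M counts on loci, a mean of 21.1 M per library.

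From these counts, loci with more than 3 CPM (counts scaled by the counts on loci of the library, the unit of the paper's filter) in at least 2 libraries were kept. Counts were normalized by edgeR's TMM method, with factors from 0.673 to 1.23. All 18 libraries were fitted in 1 edgeR quasi-likelihood model with the 9 groups and the replicate number, which stands for the sample batch because the paper's text does not define the batch. Fold changes are log2 values of fragments against uncut controls of the same time point. A DEG has an unadjusted p under 0.05 and a change of more than 2-fold, since the paper's text does not say whether p was adjusted. A single gene is called changed when the p of edgeR's quasi-likelihood F test, adjusted over all expressed loci by the Benjamini-Hochberg method (the edgeR adjusted p below), is under 0.05. A second fit lets the difference between the replicates vary with the time point (replicate block within each time point). It was added after the data had been examined and is given beside part of the results.

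Scaling by library size alone in place of TMM moved the median log2 fold change of all loci by -0.43 in anterior fragments at 3 hpb, by -0.38 in posterior fragments at 3 hpb and by 0.14 in posterior fragments at 6 dpb. Changes at these times are therefore relative to the other loci.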

In total, 9211 differentially expressed genes (DEG) were identified from these comparisons (Additional file 2: Table S1).

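By the paper's criteria, 7924 of the expressed loci (24.9%) were DEG in at least 1 of the 6 comparisons. Of these DEG, 3620 have a gene name and 4304 do not. In anterior fragments, 2322 loci were higher and 3214 lower than in uncut controls at 3 hpb, 171 higher and 1355 lower at 3 dpb, and 201 higher and 1310 lower at 6 dpb. In posterior fragments, 1102 were higher and 1034 lower at 3 hpb, 248 higher and 320 lower at 3 dpb, and 641 higher and 1075 lower at 6 dpb. Scaling by library size alone moved the split at 3 hpb to 840 higher and 6302 lower in anterior fragments and to 338 higher and 3176 lower in posterior fragments, and at 6 dpb in posterior fragments to 917 higher and 744 lower.

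An unadjusted p admits loci by chance. In 10 simulations of fragments equal to the controls, the same criteria gave a mean of 5254 loci (range 5184 to 5360) over the 6 comparisons. Each simulated library was drawn independently at the spread of this fit (common dispersion 0.146), around 1 replicate difference for all time points. In the data, replicate differences were shared within a time point (r of 0.742 to 0.916). A replicate block within each time point gave a dispersion of 0.0475. The simulated counts can therefore overstate what chance gives here. Posterior fragments at 3 dpb, with 568 DEG, lay below their simulated mean of 1158. At a Benjamini-Hochberg adjusted p under 0.05 from edgeR's quasi-likelihood test and more than 2-fold, 2301 loci remained, against a simulated mean of 0.5 (range 0 to 2). In anterior fragments they were 2167 at 3 hpb, 718 at 3 dpb and 696 at 6 dpb. In posterior fragments they were 21 at 3 hpb, 0 at 3 dpb, where 880 loci had an unadjusted p under 0.05, and 2 at 6 dpb. Of the alternatives, the adjusted p moved the number of DEG most as a ratio, and leaving out the filter on low counts gave the largest number, 14286. Under the replicate block within each time point, 7754 of the 7924 loci were again DEG. At an adjusted p from edgeR's quasi-likelihood test, that fit called 7395 loci: 6145, 1212 and 1162 at the 3 time points in anterior fragments and 1184, 86 and 1166 in posterior fragments. It was added after the data had been seen, and the simulations did not cover it.

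**Figure D1:**
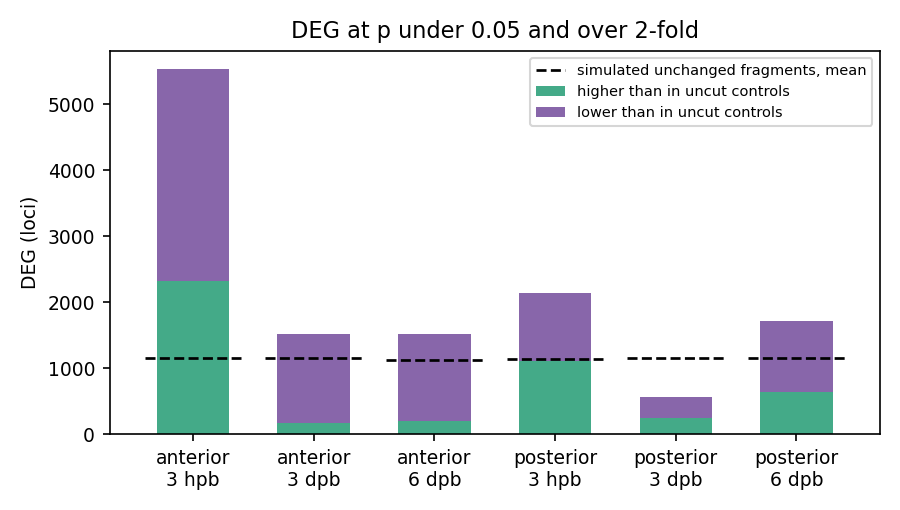
DEG (vertical axis, number of loci) in anterior and posterior fragments against uncut controls at each time point. Green is higher and purple lower than in controls. The dashed lines are the mean of 10 simulations of unchanged fragments, which can overstate the counts that chance gives. Only the bar of posterior fragments at 3 dpb fails to reach its line. Scaling by library size alone moves most DEG of both fragments at 3 hpb to the lower side.

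Among named loci with an edgeR adjusted p under 0.05 and the same direction in both replicates, the 3 largest rises and the 3 largest falls of each fragment at 3 hpb and 6 dpb, where there were as many, were taken. Those that are not genes of the paper, which are given with their groups, were as follows. At 3 hpb in anterior fragments, Cyp2L54 (XLOC_019797, scaffold 1624 from 2309 to 8108) changed by -7.17 (standard error 0.71, edgeR adjusted p = 3.0e-04). Msx (XLOC_002009, scaffold 10507 from 5008 to 9594) and Hox8 (XLOC_051969, scaffold 467 from 14884 to 39327) had 3 counts or fewer in both anterior libraries and were at least 50.7-fold and at least 6.30-fold lower. The bound for Msx rests on the controls of replicate 2, at 18.2 CPM against 3.38 in replicate 1, and without replicate 2 its change was -3.96. The rises were those of Pik1 (XLOC_047544, scaffold 4045 from 77424 to 77749), at 5.97 (standard error 0.97, edgeR adjusted p = 0.00373), of Hypp_1853 (XLOC_059415, scaffold 5778 from 30565 to 48308), at 3.96, and of a Plk2 locus (XLOC_069076, scaffold 7410 from 4046 to 27120), at 3.34. Pik1 and Hypp_1853 overlap other loci and share their names with others, and Pik1 had a mean of only 35.6 counts per library and rose by 3.97 without replicate 2. At 6 dpb in anterior fragments, Slsp_16 (XLOC_032598, scaffold 2341 from 20068 to 22541), Dnaseg (XLOC_007520, scaffold 1202 from 1904 to 4138) and Polyd (XLOC_014831, scaffold 144 from 31962 to 46492) were at the count floor and at least 794-fold, 119-fold and 85.4-fold lower. Rises there were those of Ccp/Hyr/Lnb/7Tm/Gpcr (XLOC_036035, scaffold 2594 from 28384 to 50983), at 2.80, and Nkx3-2 (XLOC_051563, scaffold 461 from 64110 to 68562), at 1.93. At 3 hpb in posterior fragments, Hypp_2442 (XLOC_003235, scaffold 10844 from 6036 to 16626), which overlaps another locus, changed by -4.56 (standard error 0.56, edgeR adjusted p = 0.0217). Slc44a2_4 (XLOC_079580, scaffold 9843 from 35 to 5450), Rap1gap (XLOC_023631, scaffold 17938 from 18274 to 28166) and Solh-2 (XLOC_080029, scaffold 9957 from 2018 to 14660) rose by 2.99, 2.73 and 2.53. At 6 dpb in posterior fragments, only Gababr2 (XLOC_023046, scaffold 17648 from 1200 to 5414) met these criteria, at least 37.0-fold lower. Without the replicate block, 9 of these 16 genes did not pass the threshold: Pik1, Hypp_1853, Plk2, Ccp/Hyr/Lnb/7Tm/Gpcr, Nkx3-2, Hypp_2442, Slc44a2_4, Rap1gap (which did not pass with library size alone as scaling either) and Solh-2.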

We implemented a hierarchical clustering approach to distinguish fragment-specific expression patterns from expression changes that are shared in both regenerating fragments (Fig. 5a and Additional file 1: Figure S4). In total, five expression clusters were identified: (I) genes upregulated early in both anterior and posterior fragments, (II) genes downregulated early in both fragments, (III) genes up in the anterior and down in the posterior, (IV) genes up in the posterior and down in the anterior, and (V) genes upregulated later (i.e., by 6 dpb) in both fragments (Fig. 5a). Thus, we have identified three subsets of DEGs that exhibit similar expression profiles during regeneration in both fragments (i.e., clusters I, II, and V) and two subsets that are strongly fragment-specific (i.e., clusters III and IV). 

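The log2 fold changes of the 7924 DEG were clustered as the paper describes, and the 8 resulting clusters were joined to the 5 groups by their mean profiles, with rules set in advance. Cluster I held 2988 loci, cluster II 2259, cluster III 422, cluster IV 1678 and cluster V 577. At 3 hpb, the loci of cluster I changed by a mean of 1.31 ± 0.67 (SD across loci) in anterior fragments and 0.71 ± 0.72 in posterior fragments. Those of cluster II changed by -1.33 ± 0.47 and -0.80 ± 0.60. Of the clusters joined in cluster I, that of 1695 loci had posterior means of 1.07 at 3 hpb and -0.14 at 6 dpb. That of 1293 loci had posterior means of 0.25 and -1.29. In cluster III, the means over anterior fragments were 0.55 at 3 hpb, 0.56 at 3 dpb and 0.35 at 6 dpb, and those over posterior fragments were -1.69, -1.76 and -1.60. In cluster IV, anterior fragments gave -2.56, -2.76 and -3.01, and posterior fragments 0.85, 0.30 and 0.11. Cluster V loci stood at 0.75 ± 0.83 in anterior and 1.59 ± 0.76 in posterior fragments at 6 dpb. These profiles describe loci that were selected and grouped on the same values. With DEG at an adjusted p under 0.05, no locus fell in cluster V (0 loci). In the fit with the replicate block within each time point, clusters III and V held 166 and 1190 loci.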

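At 3 hpb, 572 loci were DEG and higher in both fragments, 406 were lower in both, and 422 changed in opposite directions. Both fragments are compared with the same 2 control libraries, which alone gives shared DEG. Simulated unchanged fragments gave means of 175, 88.8 and 3.20. With library size alone as scaling, 210 loci were higher and 1787 lower in both. At 6 dpb, 78 loci were DEG and higher in both fragments, against a simulated mean of 173. They were 146 with the replicate block within each time point, which the simulations did not cover, and 132 with a fit per time point. The log2 fold changes of the 2 fragments were also compared across all expressed loci, which are not independent replicates. Pearson r was 0.267 at 3 hpb, -0.0413 at 3 dpb and 0.113 at 6 dpb. Simulated unchanged fragments gave means of 0.492, 0.493 and 0.502, which follow from the shared controls and independent noise alone. True changes, some of them opposite, can bring the observed r below these means. Neither these means nor the simulated counts of shared DEG show a shared response weaker than chance. When the anterior change was taken from 1 replicate and the posterior change from the other, so that no library was shared, r was 0.0615 and -0.0323 at 3 hpb and -0.0567 and -0.0704 at 6 dpb. Between the replicates of 1 fragment at 3 hpb, r was 0.576 in anterior and 0.431 in posterior fragments.

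A test of anterior against posterior fragments, in which the controls cancel, gave 3273 loci by the DEG criteria at 3 hpb, 2422 at 3 dpb and 3421 at 6 dpb, against simulated means of 1135, 1163 and 1140.1. This test covers all expressed loci and not single clusters. The paper describes clusters I, II and V as having similar profiles in both fragments, and clusters III and IV as strongly specific to a fragment.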

To validate the RNA-Seq measurements, we analyzed the same samples using a custom Nanostring nCounter codeset. In total, 69 of the 74 genes (92.3%) tested by our Nanostring experiments exhibited either a similar trend and significance status or just a similar trend to the measurements made by RNA-Seq (Additional file 1: Figure S5).

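The nCounter system counts color-coded probes hybridized to each transcript. Table S2 lists 89 probes of interest and the paper's fold changes for them, and marks 78 probes as working. All 78 lie on loci that pass the expression filter here. The paper's Nanostring fold change and the RNA-Seq log2 fold change computed here had the same sign in 329 of 468 pairs of probe and comparison (70.3%). This share was 56.4% in anterior and 66.7% in posterior fragments at 3 hpb, 74.4% and 80.8% at 3 dpb, and 69.2% and 74.4% at 6 dpb. Of the 78 probes, 55 had the same sign in at least 4 of the 6 comparisons, 17 in all 6, and 67 (85.9%) had a correlation above 0 across the 6. Small changes can take either sign by chance. In pairs with a Nanostring change of more than 2-fold and less than 32-fold, 104 of 118 (88.1%) had the same sign, the alternative that moved this share most. The paper counts a gene by a similar trend, with or without the same significance status, a measure that the fold changes of Table S2 alone do not give.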

**Fig. 5:**
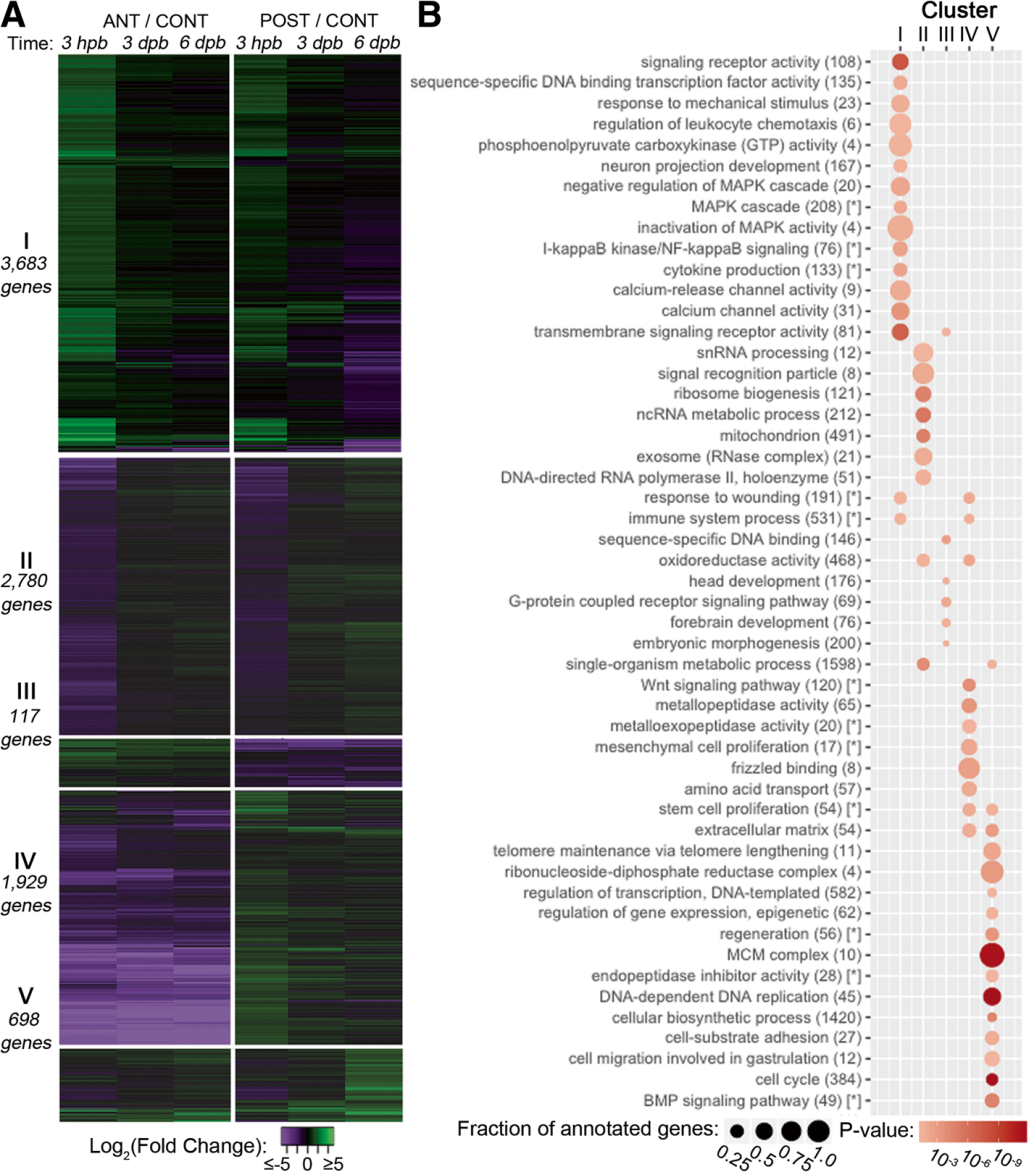
Cluster analysis indicates genes involved in regenerative functions. **a** The heatmap depicts log fold change values for genes (rows) in anterior (ANT) and posterior (POST) regenerating fragments compared with sibling uncut control (CONT) larvae over the sampled regeneration time points (columns; 3 h post-bisection [hpb], 3 days post-bisection [dpb], and 6 dpb). Green indicates a positive fold change (upregulated with respect to uncut controls), whereas purple indicates a negative fold change (downregulated with respect to control). **b** Gene ontology (GO) term enrichments for each of the five clusters. The enrichment of each GO term is indicated by a circle where the area corresponds to the fraction of genes annotated with that term are present in the cluster, and the color of the circle corresponds to the corrected hypergeometric *p* value of term enrichment. Terms marked with an asterisk [*] are from the annotation set generated by mouse gene ortholog prediction (Fig. 5, Additional file 1: Figure S3)

To provide further insight into the functions of genes that were assigned to each cluster, we identified enriched Gene Ontology (GO) terms (Fig. 5b and Additional file 1: Figure S6). Genes in clusters I and II (i.e., genes that are up- or downregulated early in both regenerating fragments) are enriched for GO terms associated with a robust wound response. 

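The GO annotation of the loci is not among the files analysed, so sets of loci were drawn by name patterns from the authors' gene names, with 19 sets fixed before the data were examined. Each set was tested in each of the 6 comparisons with limma's camera (preset inter-gene correlation of 0.01, Benjamini-Hochberg adjustment over the 114 pairs of set and comparison). Camera called 43 pairs, of which fry, a rotation test, called 7: cilium genes in anterior fragments at 3 hpb and posterior fragments at 6 dpb, MAPK and signal recognition particle genes in anterior fragments at 3 hpb, and Wnt ligand genes in anterior fragments at all 3 time points. With an estimated correlation camera called 0 pairs, the smallest adjusted p being 0.207. Fry with the replicate block within each time point, chosen after the data had been seen, called 16 pairs, 11 of them called by camera too. The others were RNA polymerase II transcription genes in both fragments at 3 hpb and frizzled genes in posterior fragments at the 3 time points. The former set holds loci named Polr2, Med, Taf or Gtf2, and most are not polymerase subunits. Those called by both include ribosome biogenesis, mitochondrial and RNA exosome genes in anterior and MAPK genes in posterior fragments at 3 hpb, and ribosome biogenesis and mitosis genes in posterior fragments at 6 dpb. They no longer include Wnt ligand genes in anterior fragments at 3 hpb and 6 dpb (fry adjusted p of 0.0506 and 0.0528).

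Genes of MAPK cascades (52 loci) had a median log2 fold change of 0.47 in anterior fragments at 3 hpb (camera adjusted p = 6.0e-04, fry 0.0373) and 0.19 in posterior fragments (camera 0.0120, fry 0.195, or 0.0407 with the replicate block within each time point), the latter falling to -0.21 with library size alone as scaling. Calcium channel genes (62 loci) had medians of 0.56 (camera 8.3e-04, fry 0.216) and 0.30 (camera 0.00550, fry 0.490), and the posterior median was -0.10 under that scaling. Among named DEG, 18 of 19 MAPK loci fell in cluster I, where 6.57 would by chance (adjusted p = 7.0e-07, Fisher's exact test, two-sided). For calcium channel loci these were 13 of 20 and 6.92 (adjusted p = 0.0327, Fisher's exact test). Here and below, Fisher's test counts each locus as independent. Several loci can carry the name of 1 gene, and loci of a set can vary together, so its p-values can be too small.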

Upregulated genes (cluster I) are enriched for terms that include cell signaling pathways (e.g., “MAPK cascade” and “calcium channel activity”), “response to wounding,” and “immune system process” (Fig. 5b and Additional file 1: Figure S6). This cluster is also enriched for terms that indicate an early involvement of innervation and ciliogenesis (e.g., “neuron projection development” and “motile cilium”) which are common in other regeneration models [44–47]. 

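Cilium genes (129 loci, among them dynein arm, radial spoke and intraflagellar transport genes) had a median log2 fold change of 0.64 in anterior fragments at 3 hpb (camera adjusted p = 1.4e-10, fry 0.0379), with 0.61 in replicate 1 and 0.36 in replicate 2. In posterior fragments at 3 hpb the median was 0.01 (camera adjusted p = 0.985), and -0.37 when scaled by library size alone. Posterior fragments then fell to -0.36 at 3 dpb (camera 6.0e-15, fry 0.170) and -0.77 at 6 dpb (camera 5.0e-29, fry 0.0321), while anterior fragments stood at 0.34 and 0.10. Replicates 1 and 2 gave -0.59 and -0.14 in posterior fragments at 3 dpb, and -0.70 and -0.74 at 6 dpb. In anterior fragments they gave 0.11 and 0.62 at 3 dpb, and -0.03 and 0.27 at 6 dpb. Of the cilium loci that are DEG, 27 of 32 fell in cluster I, with 11.1 by chance among named DEG (adjusted p = 1.3e-07, Fisher's exact test). Genes of neuron projections were not tested as a set.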

The downregulated genes (cluster II) are enriched for terms that point to a shut-down of anabolic processes (“ribosome biogenesis” and “gene expression”) as well as primary metabolism (e.g., “mitochondrion” and “metabolic process”). Together, these clusters of early-regulated genes are consistent with a rapid response to the bisection insult that involves downregulation of highly energetic cellular processes and upregulation of functions that are specific to the injury response.

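Ribosome biogenesis genes (103 loci) had a median log2 fold change of -0.80 in anterior fragments at 3 hpb (camera adjusted p = 6.1e-10, fry 0.133), with -0.80 in replicate 1 and -0.81 in replicate 2, and -0.41 in posterior fragments (camera 3.0e-06, fry 0.482). In posterior fragments the median was 0.43 at 3 dpb and 0.56 at 6 dpb, above controls. Fry with the replicate block within each time point gave adjusted p of 0.0280 for anterior fragments at 3 hpb and 0.0407 for posterior fragments at 6 dpb. Genes of mitochondrial proteins (239 loci) had medians of -0.41 in anterior (camera adjusted p = 1.5e-04, fry 0.191, or 0.0208 with that block) and -0.19 in posterior fragments (camera 0.0295, fry 0.717). RNA exosome genes (21 loci) stood at -0.78 and -0.14, and integrator genes (23 loci) at -0.50 and -0.09. Signal recognition particle genes (11 loci) stood at -0.93 and -0.24, and RNA polymerase II transcription genes (68 loci) at -0.20 and -0.13. The anterior integrator median came from replicate 2 (-0.97), since replicate 1 gave 0.05. Cluster II held 31 of 34 ribosome biogenesis DEG (10.4 by chance, adjusted p = 5.2e-12, Fisher's exact test). Of mitochondrial DEG it held 30 of 38 (11.6 by chance, adjusted p = 1.5e-08, Fisher's exact test). Of RNA polymerase II transcription DEG it held 12 of 17 (5.18 by chance, adjusted p = 0.00447, Fisher's exact test). Cytosolic ribosomal protein genes, a comparison set, had an anterior median of 0.01 at 3 hpb, and -0.43 when scaled by library size alone, which is the shift of all loci under that scaling.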

Clusters III and IV are composed of genes whose profiles are highly fragment-specific; these genes are differentially regulated in each fragment relative to control larvae. Many of these genes are expressed asymmetrically along the AP axis. Thus, bisection results in the loss of posterior-specific gene expression from anterior fragments and vice versa. For example, cluster III is enriched for genes annotated with functions specific to anterior larval fragments, such as “head development” [48], whereas cluster IV is enriched for genes associated with posterior fates in embryonic sea stars, such as “Wnt signalling pathway” [49].

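Of the paper's genes of posterior territories, 14 were used here, and 13 of these were below controls in anterior fragments at 3 hpb, in both replicates, with a median of -2.93 (range -5.14 to 0.67). 8 had an edgeR adjusted p under 0.05 over all genes and 12 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The replicate block within each time point gave 11 over all genes. In posterior fragments the same loci had a median of 0.69, 0 were called over all genes (2 with that block), 2 adjusted over the list alone and 4 at an unadjusted p under 0.05. The 7 matched genes of anterior territories were all below controls in posterior fragments at 3 hpb in both replicates, with a median of -3.10. 4 of them were called over all genes (6 with that block) and 6 adjusted over the list alone. In anterior fragments these loci had a median of 0.75, and 2 were called as higher than in controls.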

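Wnt ligand genes (17 loci) had a median log2 fold change in anterior fragments of -1.64 at 3 hpb (camera adjusted p = 4.0e-04, fry 0.0415), -1.58 at 3 dpb (camera 2.7e-13, fry 0.0321) and -1.75 at 6 dpb (camera 4.0e-10, fry 0.0415). In posterior fragments the medians were 1.01 at 3 hpb (camera 1.8e-04, fry 0.216), 0.71 at 3 dpb (camera 7.9e-05, fry 0.458) and 0.68 at 6 dpb (camera 0.0527). Of the Wnt ligand DEG, 13 of 14 fell in cluster IV, with 3.11 by chance (adjusted p = 4.5e-07, Fisher's exact test). The frizzled set mixes Frizz5/8, which the paper places in the anterior, Frizz9/10, which it places in the posterior, and Frizz1/2/7. Opposite changes can cancel in its median, which does not show that single receptor genes were unchanged. The 4 frizzled loci had medians of -0.37 in anterior and 0.10 in posterior fragments at 3 hpb (camera adjusted p of 0.985 and 0.836). Scaled by library size alone, these loci had a posterior median of -0.33. With the replicate block within each time point, fry but not camera called them in posterior fragments at 3 hpb (fry adjusted p = 0.0157), 3 dpb (fry 0.0280) and 6 dpb (fry 0.0438). Fry's direction in the first fit was down at 3 hpb and 3 dpb and up at 6 dpb. The posterior medians at these times were 0.10, -0.04 and 0.72. The names did not give a set for head development.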

Finally, although cluster V is comprised of relatively few genes, it is the most functionally coherent cluster. That is, the GO term enrichment analyses are the most statistically significant and reproducible across the three sources of functional annotations tested, i.e., de novo annotations and annotations based on orthology to *Strongylocentrotus purpuratus* and *Mus musculus* (Fig. 5b and Additional file 1: Figure S6). 

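At 6 dpb, DNA replication genes (63 loci) had a median log2 fold change of 1.33 in posterior fragments (camera adjusted p = 1.8e-16, fry 0.195), with 1.06 in replicate 1 and 1.43 in replicate 2. In anterior fragments the median was 0.21 (camera 0.0407, fry 0.969), with 0.44 in replicate 1 and 0.01 in replicate 2. MCM genes (13 loci, included in the previous set) stood at 2.01 in posterior (camera adjusted p = 4.0e-06, fry 0.216) and 0.27 in anterior fragments (camera 0.471). Genes of mitosis (75 loci) had medians of 1.23 (camera 6.2e-14, fry 0.307, or 0.0409 with the replicate block within each time point) and 0.08 (camera 0.471). ECM genes (49 loci) had medians of 0.53 in posterior fragments (camera 1.0e-06, fry 0.230) and 0.13 in anterior fragments (camera 0.764). In posterior fragments the medians were lower in replicate 1 than in replicate 2. They were 1.14 and 2.23 for MCM, 0.62 and 1.41 for mitosis and 0.26 and 0.89 for ECM genes. In a test of anterior against posterior fragments at 6 dpb, DNA replication genes differed by a median of -1.18 (camera adjusted p = 7.0e-07, fry 0.239). Of the DEG of each set, cluster V held 26 of 32 DNA replication loci (2.71 by chance, adjusted p = 2.7e-21, Fisher's exact test). It held 10 of 11 MCM loci (0.933 by chance, adjusted p = 4.1e-09, Fisher's exact test). Mitosis loci came to 26 of 36 (3.05 by chance, adjusted p = 2.8e-19, Fisher's exact test). ECM loci came to 9 of 24 (2.04 by chance, adjusted p = 8.0e-04, Fisher's exact test). Mcm2, Mcm3, Mcm5 and Mcm6 each have more than 1 locus in the MCM set, which Fisher's test counts as independent.

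**Figure D2:**
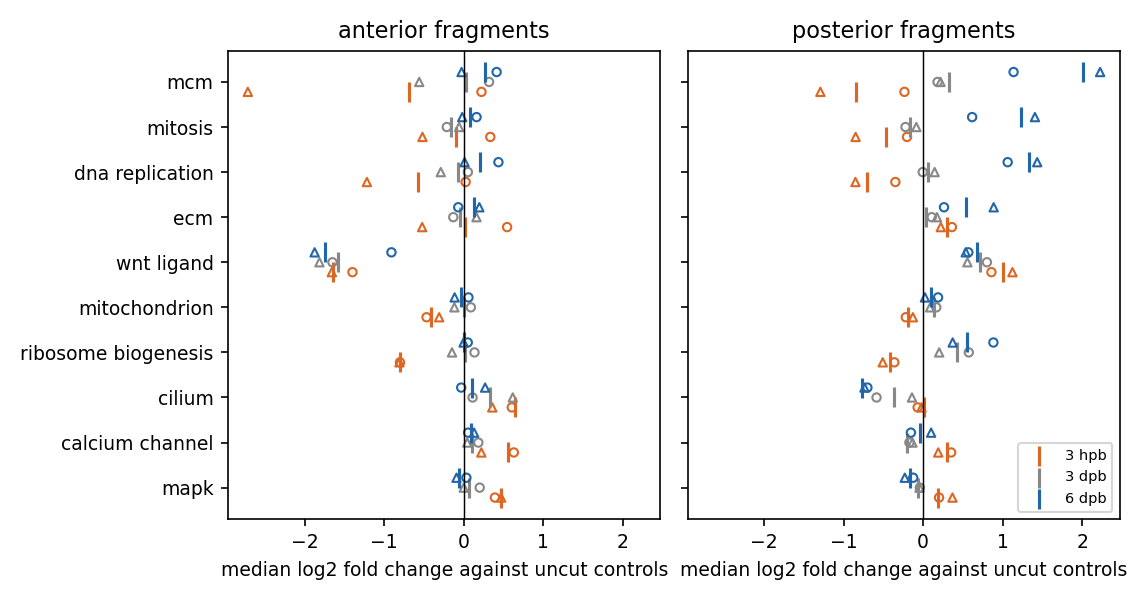
Median log2 fold change against uncut controls (horizontal axis) of the loci of each named set (rows) in anterior (left) and posterior (right) fragments, at 3 hpb (orange), 3 dpb (gray) and 6 dpb (blue). Circles are replicate 1, triangles replicate 2 and vertical ticks the median of the fitted values. MCM, mitosis and DNA replication sets lie farthest to the right in posterior fragments at 6 dpb. With library size alone as scaling, the posterior medians of the MAPK, calcium channel, ECM, cilium and frizzled sets at 3 hpb pass below 0.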

Genes assigned to cluster V are enriched for terms related to the cell cycle, DNA replication, and extracellular matrix (ECM) remodeling. The cluster V genes, which are upregulated late (by 6 dpb) in both fragments, likely reflect the onset of localized cellular proliferation that occurs at this time (Fig. 3a). Importantly, these genes are upregulated in regenerating fragments although the total number of proliferating cells has decreased compared to controls (Fig. 3a). This suggests that the cluster V genes represent a regeneration-specific increase in expression of proliferation-associated genes that is distinct from the normal, growth-associated proliferation.

### Comparative transcriptome analyses reveal homologous genes with shared expression profiles among distantly related animals

Having identified the overall morphological progression of larval sea star regeneration (i.e., wound response, axis re-proportioning, and cell proliferation), we sought to determine if orthologous genes with similar temporal expression exist in other models of WBR. Such homology could indicate not only a shared overall progression, but that the genes involved are also in common. To address this question, we used published transcriptome data from regenerating planaria (*S. mediterranea*) [4] and hydra (*H. magnipapillata*) [5] for comparison. The Kao et al. dataset [4] was selected because it consolidated several planarian transcriptome assemblies, resulting in a more complete gene set, and also independently sampled both regenerating anterior and posterior worms, which is analogous to our own study design. Furthermore, the time points sampled range from 0 h post-amputation (hpa) to 72 hpa, at which point planarian blastemal proliferation reaches its peak [9]. This time frame roughly corresponds to the phases of regeneration considered in our study of larval sea stars. Regeneration has been less well characterized from a molecular standpoint in hydroids; the Petersen et al. dataset [5] is the only available transcriptome study from regenerating hydra. Here, RNA was sampled only from the distal tip of regenerating aboral tissues during the 48 h it takes to achieve complete head regeneration. As blastemal proliferation is not a feature of hydra regeneration, this characteristic cannot be used to synchronize the regenerative phases in this study to the other datasets. Nonetheless, these published datasets provide the best available basis for comparison to our sea star dataset.

To identify orthologs that share similar temporal dynamics during regeneration, the reported expression values from each dataset were clustered. For each comparative dataset, we assigned genes to three coarse clusters: those that were upregulated early in regeneration and downregulated later, those that were downregulated early in regeneration and upregulated in later regeneration, and those that exhibited some other temporal dynamic (Additional file 1: Figure S7 and S8). Finally, we identified genes in each of the five sea star expression clusters with orthologs in each of the planaria and hydra clusters. Using this approach, we find statistically significant overlaps between genes differentially expressed early in all three datasets as well as genes in the posterior-specific sea star cluster with clusters indicating fragment specificity in each of the other organisms. In the following sections, we describe how this allowed us to identify not only broad groupings of shared expression patterns but also specific orthologs similarly expressed across regeneration in these metazoans.

### Early features of the regenerative response are highly similar

By analyzing the kinetics of orthologous gene activity in WBR, we find the strongest correlation among genes that are differentially expressed early in each dataset. That is, a significant number of orthologs are upregulated at early regenerative stages in both the sea star and planaria, as well as the sea star and hydra datasets (hypergeometric *p* = 4.5 × 10^−3^ and *p* = 8.8 × 10^−9^, respectively; Additional file 1: Figure S7 and S8). This set of genes is enriched for GO terms that include “cilium,” “calcium transport,” and “signaling.” Similarly, we also found a significant number of orthologs are downregulated in response to bisection in both sea star and planaria (hypergeometric *p* = 3.3 × 10^−4^). These orthologs are enriched for GO terms such as “ncRNA processing” and “ribosome,” suggesting that early repression of the energetically expensive process of ribosome biogenesis is a fundamental element of WBR.

Two intracellular signaling pathways, Ca^2+^ mobilization and MAPK signaling, have been broadly implicated in wound response [50–54] and are found to be upregulated early in bipinnaria regeneration. 

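By replicate, the median log2 fold change of MAPK genes at 3 hpb was 0.39 in replicate 1 and 0.47 in replicate 2 of anterior fragments, and 0.20 in replicate 1 and 0.37 in replicate 2 of posterior fragments. That of calcium channel genes was 0.63 in replicate 1 and 0.22 in replicate 2 of anterior fragments, and 0.35 in replicate 1 and 0.19 in replicate 2 of posterior fragments. With library size alone as scaling, the anterior medians were 0.02 and 0.11 while the posterior ones changed sign. Anterior and posterior fragments were not shown to differ at 3 hpb in either set (camera adjusted p = 0.0812 for MAPK and 0.104 for calcium channel genes). By 3 dpb the anterior medians were 0.07 (camera adjusted p = 0.133) and 0.10 (camera 0.448). In posterior fragments camera called calcium channel genes as lower at 3 dpb, at -0.20 (camera 0.0459, fry 0.761), and MAPK genes as lower at 6 dpb, at -0.17 (camera 0.0484, fry 0.339).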

Recent proteomic data indicate that calcium signaling is involved in the anterior regeneration in planaria [55]. MAPK signaling, through both ERK and JNK pathways, is important in neoblast control and blastema differentiation in planaria [56, 57], and JNK signaling has been specifically linked with restoration of proper axial patterning in planaria by re-activation of appropriate WNT signaling [58]. Studies in hydra have similarly demonstrated that wound-responsive MAPK signaling is necessary for early specification of the head organizer, and thus functional regeneration. Early MAPK signaling may thus be shared feature of highly regenerative organisms [59].

The genes upregulated early in regeneration are also enriched for cilium-associated functions. 

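Ccdc11 (XLOC_027577, scaffold 19982 from 1046 to 6736) had a log2 fold change of 1.15 (standard error 0.35, edgeR adjusted p = 0.0731) in anterior fragments and 0.46 (edgeR adjusted p = 0.689) in posterior fragments at 3 hpb. Rsph3, listed as rsp3h (XLOC_079120, scaffold 9715 from 3956 to 9777), changed by 1.07 (standard error 0.38, edgeR adjusted p = 0.111) in anterior and 0.35 (edgeR adjusted p = 0.800) in posterior fragments. 3 loci carry the name of the former and 2 that of the latter, and the locus with the most counts is given. Iqcd (XLOC_053369, scaffold 489 from 58392 to 64994) changed by 1.47 (standard error 0.33, edgeR adjusted p = 0.0228) in anterior fragments, which passed the threshold neither with library size alone as scaling nor without the replicate block, and by 0.79 (edgeR adjusted p = 0.391) in posterior fragments. In anterior fragments 1 of these 3 genes was called over all genes, and 3 were called adjusted over the list alone, chosen by the study on these samples, or with the replicate block within each time point. In posterior fragments 0 were called, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05. A locus named Iqub was not found.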

The activation of these genes (e.g., *Ccdc11*, *Rsph3*, *Iqcd*, and *Iqub*; Fig. 6a) indicates that, in all three models, cilia play a central role in early regeneration. While this feature has not been reported in either planaria or hydra, a role for cilia in wound response and regeneration has been observed in mammals [45], zebrafish [47], and a related cnidarian (*Nematostella vectensis*) [46].

**Fig. 6:**
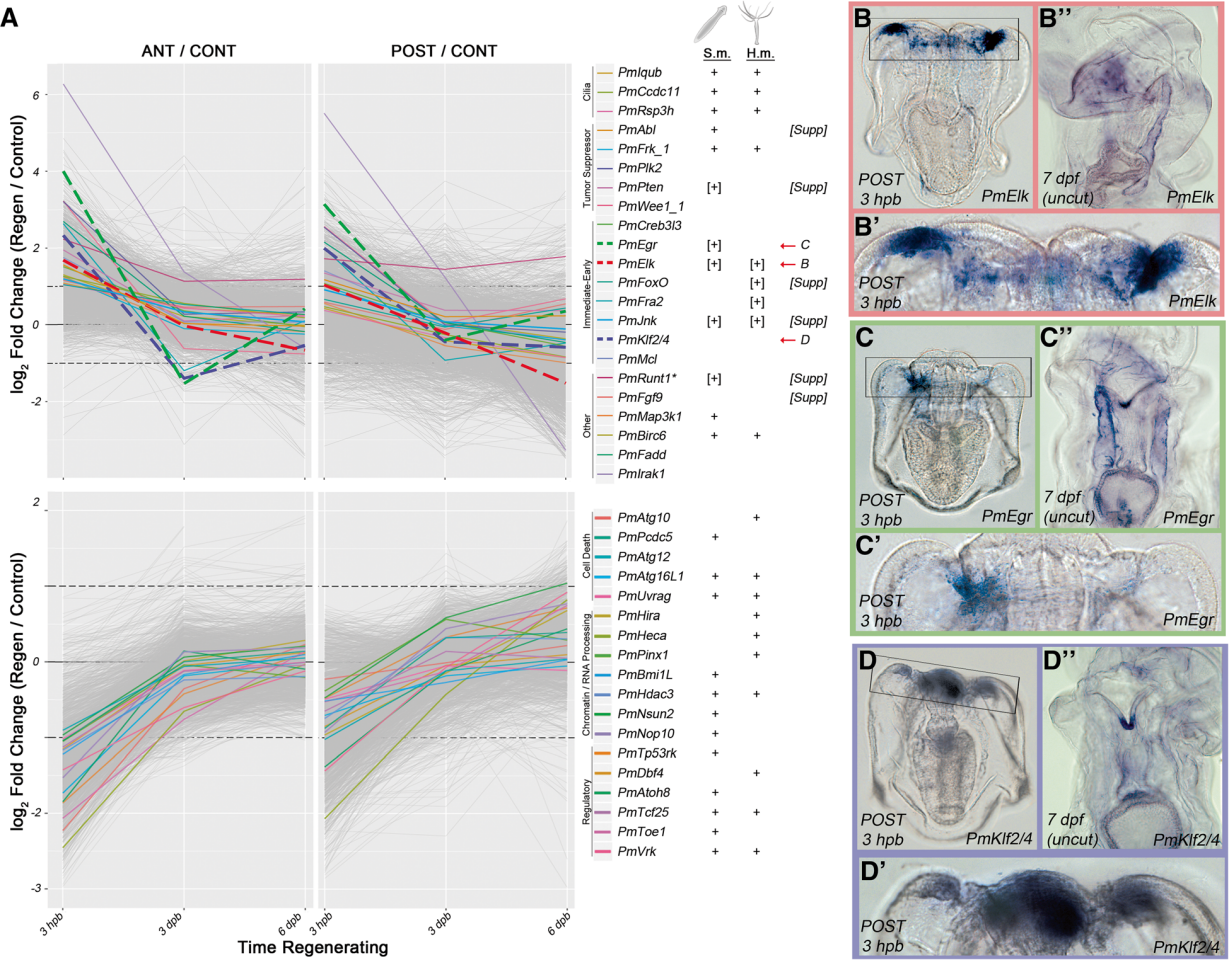
Evolutionarily similar early regeneration response. (**a**) These plots show sea star gene log fold change values for genes differentially expressed early in both anterior and posterior regenerating fragments compared with non-bisected sibling control larvae. Genes upregulated in both fragments (top row) correspond to cluster I, and genes downregulated in both fragments (bottom row) correspond to cluster II. All genes assigned to each cluster are plotted in gray. Several genes, either referenced in the text or representative of functions considered, are indicated with colored lines. Next to the key for each gene is an indication (+) of whether an ortholog for that gene was found in an analogous cluster in either the planaria (*S.m.*) or hydra (*H.m.*) datasets. Indicators in brackets (e.g., “[+]”) are those was no overlapping ortholog identified by our analyses, but genes with the same name were implicated by published datasets. Genes plotted with dashed lines are shown by in situ (right). Several additional genes are shown in a supplemental figure (Additional file 1: Figure S9). The expression patterns of *Elk* (**b**), *Egr* (**c**), and *Klf2/4* (**d**) are shown. (**b′**–**d′**) are magnifications of the wound site shown in the boxed regions in panels (**b**–**d**). Expression patterns in uncut larva are also shown (**b″**–**d″**)

The set of similarly early activated genes also includes several key regulatory genes including orthologs of several tumor suppressor genes (i.e., *Abl*, *Menin*, *Frk*, *Pten*, *Rbbp6L*, *Plk2*, and *Wee1*; Fig. 6a). Several of these are also upregulated early in other regeneration models [60, 61]; these findings present an additional context in which the tumor suppressor genes show activity during regeneration. 

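Of the tumor suppressor genes, 4 were used here, and no locus named Abl or Menin was found. Rbbp6L (XLOC_075119, scaffold 8765 from 7734 to 17710) rose by 2.05 (standard error 0.29, edgeR adjusted p = 0.00201) in anterior fragments at 3 hpb. Frk (XLOC_025979, scaffold 191 from 111548 to 132110, which overlaps another locus) rose by 1.25 (standard error 0.23, edgeR adjusted p = 0.00918). Wee1 (XLOC_031351, scaffold 2247 from 56149 to 69541) rose by 3.18 (standard error 0.85, edgeR adjusted p = 0.0458). Neither Frk nor Wee1 passed the threshold without the replicate block. For Plk2 (XLOC_045382, scaffold 376 from 122938 to 127448) the change was 3.22 (standard error 0.62, edgeR adjusted p = 0.0110), with 1.73 in replicate 1 and 4.85 in replicate 2. In posterior fragments the changes were 1.39 for Rbbp6L, 1.00 for Frk, 2.37 for Wee1 and 2.57 for Plk2. 4 of the 4 were called over all genes in anterior fragments and 0 in posterior fragments, where 4 were called adjusted over the list alone (a list the study chose on these samples), 4 had an unadjusted p under 0.05 and 4 were called with the replicate block within each time point.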

In regenerating sea star larvae, normal cell proliferation ceases prior to the emergence of the distinct wound-proximal proliferation (Fig. 3). The coincident activation of tumor suppressor genes and downregulation of ribosome biogenesis genes may be associated with this response. There is also an early signature of general cell cycle arrest in the hydra transcriptome [5]. While planarian neoblasts continue to proliferate at sites distal to the injury even during blastemal proliferation, inactivation of planarian *PTEN* gene homologs resulted in defective regeneration due to neoblast hyperproliferation [62]. These results indicate that a common early feature of WBR in these systems is the modulation of regulators of cell proliferation.

In addition to cell proliferation, these analyses suggest that cell death is tightly regulated early in regeneration. Genes associated with regulating cell death pathways are another example of similar differential expression early in these models. Notably, at least seven genes in the autophagy pathway are downregulated in regenerating sea star larvae, planaria, and hydra (i.e., *Atg16L1*, *Atg12*, *Atg10*, *Atg14*, and *Uvrag*; Fig. 6a). This is consistent with findings in hydra that suggest autophagic cell death is repressed during regeneration [63]. Conversely, as autophagy is downregulated in sea star larvae, genes that modulate apoptotic cell death are activated (e.g., *Fadd*, *Birc6*, and *Ulk1*). 

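Of the autophagy genes named, Atg16L1 (XLOC_016279, scaffold 1493 from 1 to 9905), Atg14 (XLOC_061167, scaffold 6065 from 22663 to 27239), Uvrag (XLOC_027833, scaffold 2010 from 28001 to 35911) and Atg12 (XLOC_078139, scaffold 9448 from 9448 to 14057) were matched, and no locus named Atg10 was found. In anterior fragments at 3 hpb, Atg16L1 changed by -1.74 (standard error 0.32, edgeR adjusted p = 0.00904), Atg14 by -1.48, Uvrag by -1.04 and Atg12 by -0.86. In posterior fragments these were -0.71, -1.12, -0.47 and -1.01. All 4 were below controls in both replicates of both fragments. 1 was called over all genes in anterior fragments (4 with the replicate block within each time point), and 4 adjusted over the list alone, which the study chose on these samples. In posterior fragments 0 were called over all genes (1 with the replicate block within each time point), 2 adjusted over the list alone and 3 at an unadjusted p under 0.05. A set of 34 loci drawn by autophagy names, which has 4 Ulk1 loci and lacks Atg12, had medians of -0.10 in anterior (camera adjusted p = 0.811) and -0.14 in posterior fragments (camera 0.881).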

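At 3 hpb, Fadd (XLOC_078023, scaffold 9419 from 540 to 14417, which overlaps another locus) had a log2 fold change of 2.38 (standard error 0.81, edgeR adjusted p = 0.0972) in anterior and 1.73 (standard error 0.79, edgeR adjusted p = 0.454) in posterior fragments. Ulk1 (XLOC_047637, scaffold 4058 from 14169 to 40428) changed by 0.98 (standard error 0.29, edgeR adjusted p = 0.0649) and 1.11 (standard error 0.29, edgeR adjusted p = 0.199). Birc6 (XLOC_028852, scaffold 2064 from 1101 to 34414) changed by 0.36 (standard error 0.30, edgeR adjusted p = 0.504) and 0.35 (standard error 0.30, edgeR adjusted p = 0.736), and with library size alone as scaling by -0.08 and -0.05. Several loci carry each of these names (7 for Birc6), and the one with the most counts is given. All 3 were above controls in both replicates of both fragments. 0 of the 3 were called over all genes in either fragment. Adjusted over the list alone, chosen by the study on these samples, 2 were called in anterior and 1 in posterior fragments, and 2 had an unadjusted p under 0.05 in each. The replicate block within each time point called 2 in each fragment.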

Apoptotic cell death is necessary for increased I-cell proliferation in hydra [18] and, in planarian regeneration, has been implicated in tissue remodeling and neoblast proliferation [64, 65]. Despite these early transcriptional changes, an increased number of TUNEL^+^ cells is not apparent until much later in bipinnaria regeneration (6 dpb; Fig. 4). Therefore, this modulation in cell death may be pathway specific (i.e., autophagy vs apoptosis) or otherwise undetected by our TUNEL assay. Alternatively, these transcriptional changes may be involved in establishing an appropriate balance between cell death and cell proliferation during this early phase.

Finally, we identified a suite of immediate early genes that are activated in all three animals. In regenerating sea star larvae, we find rapid, significant upregulation of *Jnk*, *Elk*, *Egr*, *Klf2/4, Mcl*, *Creb3l3*, *Fra2*, and *FoxO* (Fig. 6a). For example, *Egr* is one of the most strongly upregulated genes in both anterior and posterior regenerating sea stars (Fig. 6c), while in planarian regeneration *EGR* is one of the earliest and strongest wound-proximal genes induced during planarian regeneration [10]. 

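Loci were found for all 8 genes, and each was above controls in both replicates of both fragments at 3 hpb. The median log2 fold change was 1.70 (range 1.04 to 4.10) in anterior and 1.29 (range 0.64 to 3.23) in posterior fragments. Jnk (XLOC_005182, scaffold 11389 from 1657 to 15223) changed by 1.17 (standard error 0.28, edgeR adjusted p = 0.0278) in anterior fragments and was the 1 gene called there over all genes. It was not called when scaled by library size alone or without the replicate block, and it changed by 0.64 in posterior fragments. Klf2/4 (XLOC_022626, scaffold 17431 from 8037 to 11747) changed by 2.26 (standard error 0.71, edgeR adjusted p = 0.0796) and 1.84, Mcl (XLOC_007018, scaffold 1188 from 33857 to 39212) by 1.78 and 1.40, and Creb3l3 (XLOC_033636, scaffold 2417 from 47347 to 56847) by 1.62 and 1.18. Fra2 (XLOC_019133, scaffold 1599 from 52630 to 65291) changed by 2.72 and 2.02, and FoxO (XLOC_079669, scaffold 987 from 15419 to 64885) by 1.04 and 0.69. Both overlap other loci. Elk (XLOC_056408, scaffold 5323 from 18771 to 30030) changed by 1.62 (standard error 0.98, edgeR adjusted p = 0.339) and 0.85 and was not a DEG. Adjusted over the list alone, chosen by the study on these samples, 6 genes were called in anterior and 0 in posterior fragments, where 0 were called over all genes and 4 had an unadjusted p under 0.05. Under the replicate block within each time point, 8 and 3 were called. Runt1 (XLOC_070476, scaffold 7702 from 10825 to 24053), also drawn as an early gene, changed by 2.19 and 1.69.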

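Egr (XLOC_041700, scaffold 3299 from 6037 to 17940) measured 57.4 ± 26.3 TMM-normalized CPM in uncut controls (SD, n = 2), 934 ± 638 in anterior fragments and 513 ± 334 in posterior fragments at 3 hpb. Its log2 fold change was 4.10 (standard error 1.46, edgeR adjusted p = 0.110) in anterior fragments, with 4.19 in replicate 1 and 3.64 in replicate 2, and 3.23 (standard error 1.40, edgeR adjusted p = 0.424) in posterior fragments, with 3.30 in replicate 1 and 2.83 in replicate 2. In replicate 1 the anterior library held 1385 and in replicate 2 483 CPM, against 76.0 and 38.8 in the controls. When the replicate block was set within each time point, the adjusted p of edgeR's quasi-likelihood test was 0.00218 in anterior fragments (range over the alternatives 0.00218 to 0.284) and 0.0277 in posterior fragments (range 0.0277 to 0.989). Egr had the largest change of the 8 genes in both fragments.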

The similar early downregulation of the *Egr* repressor *Toe1* in both sea stars and planaria suggests these genes are parts of concerted early response in these contexts. Several of these early activation factors are also known to be regulated by MAPK signaling pathways in other systems [66]. For example, in the sea urchin *Strongylocentrotus purpuratus*, *SpElk* is a target of MAPK signaling (ERK) and regulates both *SpRunt1* and *SpEgr* expression during embryogenesis [67]. 

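Toe1 (XLOC_059143, scaffold 5742 from 41693 to 47178) had a mean of 52.2 counts per library. Its log2 fold change at 3 hpb was -0.88 (standard error 0.62, edgeR adjusted p = 0.416) in anterior fragments, with -0.27 in replicate 1 and -1.89 in replicate 2. In posterior fragments it was -0.14 (standard error 0.61, edgeR adjusted p = 0.967), with -0.69 in replicate 1 and 0.30 in replicate 2, so its direction there differed between the replicates. The 2 loci of that name ranged from -0.44 to -0.14 in posterior fragments.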

In planaria, MAPK signaling (*Jnk*) activates *Runt1* and *Egr* following wounding [65]. *Jnk* signaling in hydra has been shown to regulate *FoxO* expression [68], which is an important regulator of hydra I-cells [69].

These overlapping sets of genes differentially expressed early reflect a common response to the bisection insult. This suggests that these gene orthologs define key shared characteristics between highly regenerative species in a specific response to injury that permits the regeneration program.

### Genes underlying shared early response are dramatically upregulated in the sea star wound site

We additionally chose a subset of these genes to examine their spatial localization during regeneration. *Elk* and *Egr* are both normally expressed in coelomic pouch epithelium (Fig. 6b″, c″), but by 3 hpb they are also strongly expressed in the sites of wound closure (Fig. 6b′, c′, Additional file 1: Figure S9 A, B). *Fgf9* expression is also localized to wound sites during early regeneration (Additional file 1: Figure S9 F). 

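At 3 hpb, the locus of Ets, named Ets1/2 (XLOC_013353, scaffold 1386 from 79086 to 80474, which overlaps another locus), had a log2 fold change of 0.73 (standard error 0.38, edgeR adjusted p = 0.263) in anterior and 0.59 (standard error 0.38, edgeR adjusted p = 0.602) in posterior fragments. The locus of Erg (XLOC_010567, scaffold 13 from 19605 to 177790) changed by 0.33 (standard error 0.27, edgeR adjusted p = 0.496) and 0.07 (standard error 0.27, edgeR adjusted p = 0.963), and by -0.12 and -0.35 with library size alone as scaling. Neither was a DEG in any of the 6 comparisons.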

Although neither *Ets* nor *Erg* were significantly differentially expressed by RNA-Seq or nanostring, we examined their expression given their known expression in sea star mesenchyme [70]. We find that both are localized to wound sites during early regeneration (Additional file 1: Figure S9 D, E), suggesting an early role for mesenchymal cells, although not necessarily due to a transcriptional change. *Klf2/4* is normally expressed strongly in the mouth and foregut and after bisection is strongly upregulated in wound-proximal foregut (Fig. 6d′ and Additional file 1: Figure S9 C). Conversely, *FoxO*, *Jnk*, and *Runt* are expressed in the tip of the foregut proximal to the wound site, but not in the wound itself (Additional file 1: Figure S9 G–I). The tumor suppressor genes *Abl* and *Pten* are expressed broadly around the wound during early regeneration (Additional file 1: Figure S9 J, K). This spatial expression therefore shows that the set of gene homologs with early regenerative response among these deeply divergent animals are expressed in the early wound region of the sea star larva.

### Axis respecification precedes wound-proximal proliferation

Restoration of normal gene expression levels along the bisected AP axis must be a central component of regeneration. Gene expression domains for components of the GRN that controls early axial patterning in sea star embryo have been well defined. The Wnt pathway, for example, has well-characterized functions in specifying the embryonic AP axis [49, 70]. Anterior ectoderm domains required for the development of the larval nervous system have also been delineated [71–73]. This enables us to analyze the expression of these genes during regeneration. And indeed, analysis of genes within the two expression clusters differentially expressed in regenerating anterior and posterior larval fragments (clusters III and IV; Fig. 5) demonstrates that embryonic axis patterning genes are expressed during AP axis restoration.

When examining these clusters, it should be noted that although genes in these clusters appear to be rapidly downregulated following bisection, because transcript levels were normalized to those in whole larvae, this phenomenon is actually a result of removing cells and tissues in the other half of the larva. For example, genes normally expressed in anterior larval domains (e.g., *Frizz5/8* and *FoxQ2*) initially appear to be downregulated in posterior fragments relative to uncut larvae but are unaffected in anterior fragments (solid lines, Fig. 7; cluster III, Fig. 5). 

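If loci fall in anterior fragments because the posterior part is gone, they make up a larger share of the RNA in posterior fragments. This was looked at without libraries in common: loci more than 2-fold lower in anterior fragments of 1 replicate were followed in posterior fragments of the other replicate. At 3 hpb, 45.1% of the 4259 loci chosen in replicate 1 were above controls in posterior fragments of replicate 2, against 48.5% of all loci. The reverse gave 53.4% of 6352 loci against 47.5%. At 6 dpb the shares were 69.4% of 1906 loci against 52.4%, and 47.5% of 2093 loci against 49.0%. Loci chosen this way include those that fell in both fragments, so the shares do not concern clusters III and IV alone.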

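Frizz5/8 (XLOC_051341, scaffold 4579 from 35051 to 40020) measured 275 ± 22.0 CPM in uncut controls and 24.7 ± 1.86 in posterior fragments at 3 hpb (SD, n = 2). Its log2 fold change there was -3.48 (standard error 0.36, edgeR adjusted p = 0.0114), with -3.47 in replicate 1 and -3.48 in replicate 2. It did not pass the threshold without the replicate block. FoxQ2 (XLOC_013717, scaffold 13997 from 768 to 10073) measured 13.4 ± 13.3 and 3.82 ± 3.43 CPM. Its log2 fold change in posterior fragments was -1.76 (standard error 0.87, edgeR adjusted p = 0.485), with -1.85 in replicate 1 and -1.46 in replicate 2, and the clustering placed this locus in cluster V. In anterior fragments at 3 hpb, 6 of the 7 anterior genes were above controls, from -0.28 to 1.76.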

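In anterior fragments at 3 hpb, Frizz9/10 (XLOC_064336, scaffold 6583 from 15898 to 23305) fell from 79.0 ± 9.94 CPM in uncut controls to 9.72 ± 1.26 (SD, n = 2), a log2 fold change of -3.03 (standard error 0.53, edgeR adjusted p = 0.00670). Wnt16 (XLOC_054546, scaffold 5048 from 16345 to 28643) fell from 8.53 ± 3.17 to 1.18 ± 0.261 CPM, a change of -2.83 (standard error 0.72, edgeR adjusted p = 0.0376). Neither passed the threshold without the replicate block. Nk1 (XLOC_068417, scaffold 729 from 17748 to 26359) changed by -3.28 (standard error 0.54, edgeR adjusted p = 0.00438). Nk1 overlaps another locus, and 5 loci carry its name, with changes from -3.28 to 3.22. In posterior fragments the 14 posterior genes ranged from -0.12 to 2.37 at 3 hpb, and 12 were above controls, 11 of them in both replicates.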

Correspondingly, genes that are typically expressed in the posterior domain (e.g., *Frizz9/10*, *Wnt16*, and *Nk1*) are absent in anterior fragments but unaffected in posterior fragments (dashed lines, Fig. 7; cluster IV, Fig. 5). 

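Recovery was tested per gene as the change of the log2 fold change from 3 hpb to 6 dpb, over the genes of Fig. 7a used here. The 7 anterior genes in posterior fragments all rose in both replicates, by 2.22 to 3.81. 0 were called over all genes by edgeR's quasi-likelihood test, 6 had an unadjusted p under 0.05, and 6 were called adjusted over the list alone, which the study chose on these samples. With the replicate block within each time point, or with DESeq2's Wald test, 6 were called over all genes. At 6 dpb 5 of the 7 were below and 2 above controls, and 0 differed from controls at an unadjusted p under 0.05. Of the 12 posterior genes in anterior fragments, 6 rose, 0 in both replicates, with changes from -1.75 to 2.58. 0 were called over all genes, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. All 12 were below controls at each of the 3 time points.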

For several genes in each of these clusters, expression levels recover to pre-bisection levels within 6 days. 

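The median log2 fold change of the anterior genes in posterior fragments was -3.10 at 3 hpb, -2.22 at 3 dpb and -0.55 at 6 dpb, a median rise of 2.50 (2.96 in replicate 1 and 2.58 in replicate 2). That of the posterior genes in anterior fragments was -2.93, -3.39 and -2.14, a median rise of 0.04, which replicate 1 gave as 0.43 and replicate 2 as -1.16. The 2 rises concern different genes in different fragments, and their difference was not tested. Scaled by library size alone, the rise of the anterior genes was 3.00 and that of the posterior genes 0.47.

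**Figure D3:**
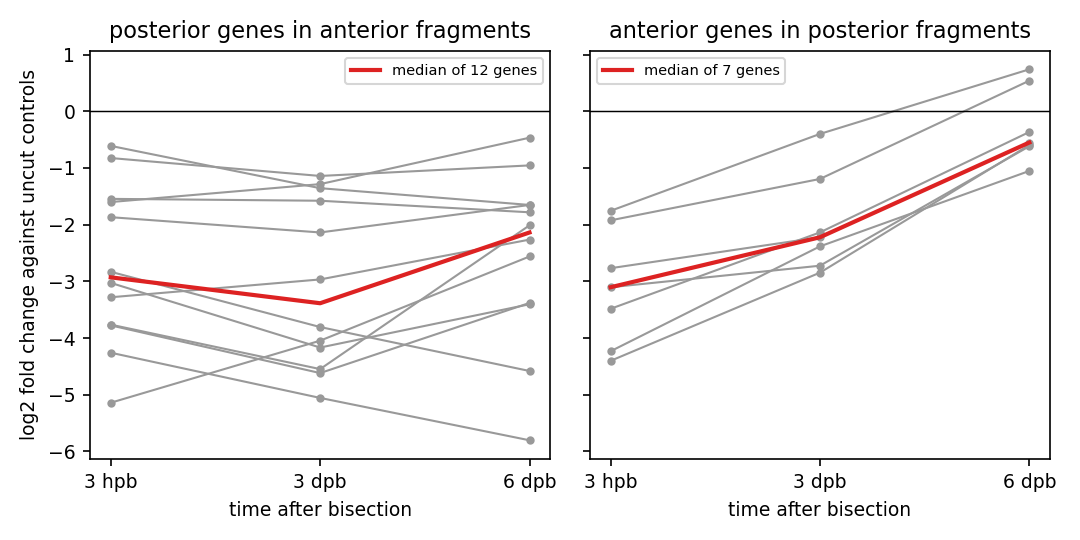
Log2 fold change against uncut controls (vertical axis) of the 12 posterior genes in anterior fragments (left) and the 7 anterior genes in posterior fragments (right) at 3 hpb, 3 dpb and 6 dpb. Gray lines are single genes and red lines their median. At 6 dpb the anterior genes lie between -1.05 and 0.74, and the posterior genes between -5.80 and -0.47.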

Notably, however, this process appears to be delayed within the regenerating anterior fragments relative to the posterior fragments (Fig. 7).

**Fig. 7:**
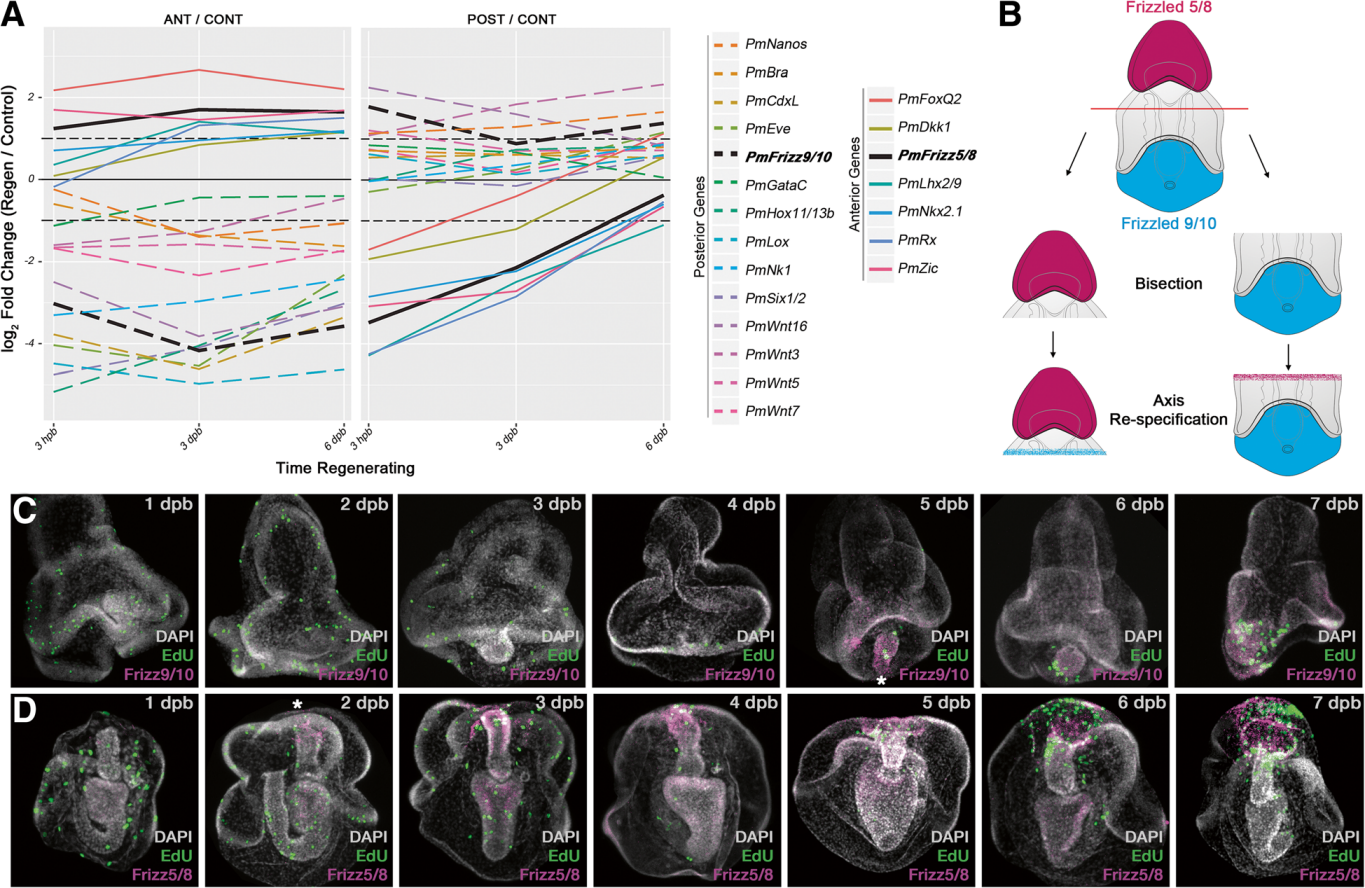
Fragment-specific recovery of appropriate anterior-posterior gene expression. **a** The expression of genes asymmetrically expressed in either anterior (ANT; solid lines, cluster III) or posterior (POST; dashed lines, cluster IV) sea star larval territories was examined at 3 h post-bisection (hpb), 3 days post-bisection (dpb), and 6 dpb. The log fold change values for each gene in regenerating anterior or posterior fragments compared with non-bisected sibling control larvae is reported for each fragment (ANT/CONT and POST/CONT, respectively) over the regenerating time course sampled. Black lines show the detected expression of *Frizz5/8* and *Frizz9/10*. **b** Model for recover of genes asymmetrically expressed along the anterior-posterior axis, with *Frizz9/10* (blue) and *Frizz5/8* (maroon) provided as examples. **c** Whole-mount fluorescent in situ hybridization illustrating the re-activation of *Frizz9/10* (magenta) in the posterior aspect of regenerating anterior fragments beginning at 5 dpb and preceding the concentration of proliferating EdU^+^ cells (green) near the wound site. **d** Re-activation of *Frizz5/8* (magenta) in the anterior aspect of regenerating posterior fragments beginning at 2 dpb and preceding the concentration of proliferating EdU^+^ cells near the wound site

To characterize more fully the re-establishment of axial patterning during regeneration, we examined the spatial expression of two Wnt pathway receptor genes: *Frizz5/8* (normally expressed in the anterior) and *Frizz9/10* (localized in the posterior). In the anterior regenerating fragments, *Frizz9/10* transcripts are undetectable following bisection (immediately after the posterior halves were removed). However, by 5 dpb *Frizz9/10* transcripts are evident in the newly developed posterior domain (Fig. 7c). Additionally, we detect the re-expression of *Frizz9/10* before the onset of wound-proximal proliferation. Likewise, *Frizz5/8* is undetectable in regenerating posterior fragments until about 2 dpb when it is seen in the anterior aspect of these fragments (Fig. 7d), again before proliferating cells localize to this region. Appropriately localized expression of *Frizz9/10* and *Frizz5/8* persists in regenerating posterior and anterior fragments, respectively (Additional file 1: Figure S10 B, E). This finding extends to other genes with known roles in embryonic AP axial patterning that are identified in our clusters. For instance, we find similar recapitulation of embryonic expression patterns for, e.g., *FoxQ2* (another anterior marker) and *Wnt8* (an additional posterior marker; Additional file 1: Figure S10 F–J). Thus, embryonic patterning genes are used again during the restoration of the AP axis, and this precedes the initiation of blastemal proliferation.

This pattern mirrors planarian regeneration in which blastema formation, and regeneration cannot proceed when axis specification is perturbed [74–76]. Although hydra regeneration does not require blastemal proliferation, interstitial cells proliferate following wounding and this proliferation is initiated by a transient release of Wnt3, a protein implicated in head organizer function [18]. This comparison between animals positioned across the metazoa suggests the important finding that regeneration-associated proliferation requires a resetting of an axial positional program.

### Common regulatory toolkit used for axial respecification

We sought to determine if any of the genes involved in sea star axis respecification during regeneration are conserved among animals. We examined the genes assigned to these fragment-specific clusters (clusters III and IV) to identify orthologous genes with similar expression trends in the other datasets. We find significant overlaps between the posterior-specific sea star genes (cluster IV) and asymmetrically expressed genes in both hydra (cluster 1, Additional file 1: Figure S8) and planarian (cluster 2, Additional file 1: Figure S7) datasets. The hydra oral-aboral axis corresponds to the posterior-anterior axes in bilaterians [77]. The RNA-Seq data from hydra were generated using oral regions of the regenerating aboral body stalk [5]. Thus, the signature of late stage upregulation reflects the recovery of transcripts typically expressed in the head (cluster 1, Additional file 1: Figure S8) and we expect that oral gene expression in hydra would correspond to posterior gene expression in sea stars. These nominally oral-specific genes in hydra in fact do exhibit a significant overlap with the posterior-specific sea star genes (hypergeometric *p* = 2.7 × 10^−3^). Likewise, genes asymmetrically expressed between anterior and posterior halves in the planaria dataset overlap the posterior-specific sea star genes (hypergeometric *p* = 1.4 × 10^−2^). 

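In anterior fragments at 3 hpb, Hox11/13a (XLOC_051968, scaffold 467 from 2611 to 5711) had a log2 fold change of -4.01 (standard error 0.66, edgeR adjusted p = 0.00439). Wnt5 (XLOC_009399, scaffold 1261 from 79720 to 94852) changed by -1.55 (standard error 0.56, edgeR adjusted p = 0.115) and Wnt7 (XLOC_033394, scaffold 2400 from 5435 to 22656) by -0.83 (standard error 0.34, edgeR adjusted p = 0.157). Both passed the threshold when scaled by library size alone. With the replicate block within each time point, Wnt5 passed it (edgeR adjusted p = 0.00781) and Wnt7 did not. Table S2 lists the Wnt7 locus under another Wnt name. 2 loci carry the name Wnt5, with changes from -1.55 to 0.10. Bra (XLOC_062556, scaffold 6295 from 8782 to 21108) changed by -0.61 (standard error 0.36, edgeR adjusted p = 0.324), with -0.99 in replicate 1 and -0.19 in replicate 2. Wnt8 (XLOC_028135, scaffold 2028 from 32202 to 37412) was higher than in controls by 0.67 (standard error 0.38, edgeR adjusted p = 0.300) and was not a DEG. Another locus carries the name Wnt8, and its change is not given here.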

In both cases, the overlapping genes include Wnt ligands and receptors (e.g., *Wnt7*, *Wnt5*, and *Frizz9/10*) and other regulatory genes associated with posterior fates (e.g., *Bra*, *Hox11/13a*, and *Six1/2*). The observed overlap in asymmetrically expressed genes among these datasets suggests that a common regulatory toolkit is deployed for axis respecification in each of these models that includes Wnt signaling. The absolute orientation of the axes is not conserved, but this likely reflects developmental usage.

### Temporal dynamics of regeneration-induced cell proliferation differ among these animals

The patterns of cellular proliferation are one aspect in which the three models of WBR differ considerably. Sea star larvae and planaria exhibit concerted wound-proximal proliferation that coincides with the final time points sampled here: 6 dpb for sea star larvae and 3 dpb for planaria. Early in planarian regeneration, a global burst of neoblast proliferation is also observed (i.e., within 6 h post-amputation) [9]. No such early increase in proliferation is observed in sea star larvae (Fig. 3). While hydra do not rely on a proliferative blastema to resupply cells for regeneration, interstitial stem cells (I-cells) proliferate proximal to the wound within the first 2–4 h post-amputation [18]. This I-cell proliferation follows the early suppression of mitosis that is observed after wounding [5].

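Of the late genes the paper names, 20 were used here. In posterior fragments at 6 dpb, 19 of them were above controls, 18 in both replicates, with a median log2 fold change of 1.34. 0 were called over all genes by edgeR's adjusted p, 9 adjusted over the list alone, which the study chose on these samples, and 13 had an unadjusted p under 0.05. In anterior fragments 15 were above controls, 10 in both replicates, with a median of 0.35. 1 (Lef1) was called over all genes, 2 adjusted over the list alone and 4 at an unadjusted p under 0.05. When the replicate block was set within each time point, 9 were called in posterior and 3 in anterior fragments. By the DEG criteria, 12 were higher in posterior and 2 in anterior fragments. GliA (XLOC_075833, scaffold 892 from 56311 to 105690) changed by 1.20 (standard error 0.53, edgeR adjusted p = 0.513) in posterior and 0.95 (standard error 0.52, edgeR adjusted p = 1.00) in anterior fragments, and Dach1 (XLOC_015525, scaffold 1467 from 42133 to 42915) by 1.35 (standard error 0.36, edgeR adjusted p = 0.239) and 0.90 (standard error 0.36, edgeR adjusted p = 0.604). Under that block, edgeR's adjusted p in posterior fragments was 0.00883 for GliA (range over the alternatives 0.00883 to 1.00) and 0.0189 for Dach1 (range 0.0189 to 1.00). In anterior fragments it was 0.0181 for GliA, and Dach1 was not called there under that block.

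**Figure D4:**
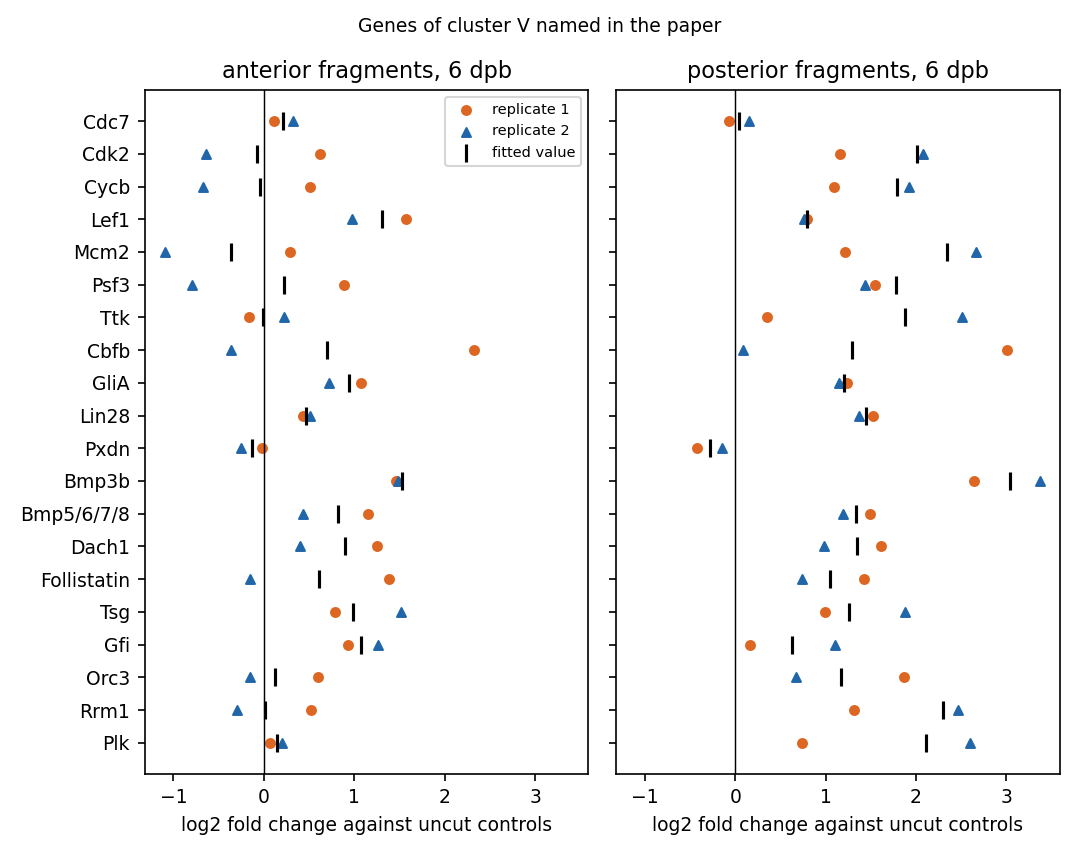
Log2 fold change against uncut controls at 6 dpb (horizontal axis) of the 20 late genes used here (rows) in anterior (left) and posterior (right) fragments. Circles are replicate 1, triangles replicate 2 and ticks the fitted value. In posterior fragments 19 fitted values lie above 0, in anterior fragments 15, and most genes lie farther to the right in posterior fragments.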

In sea star larvae, the genes upregulated later in regeneration in both the anterior and posterior fragments (cluster V; Fig. 5) are strongly associated with cell proliferation. It is important to note that while overall numbers of proliferation cells are decreasing, the timing of the upregulation of these genes correlates with the emergence of wound-localized proliferation. We compared these genes with orthologs that exhibit similar expression dynamics in the other datasets. None of the expression clusters from planaria or hydra are significantly enriched in orthologs of the sea star proliferation genes. Specifically, very few orthologs are apparent between the later upregulated sea star cluster (cluster V) and the corresponding gene clusters from planaria and hydra (i.e., planaria cluster 1 and hydra cluster 3; Additional file 1: Figure S7 and S8). Instead, there is a strong, though not statistically significant, overlap between the genes upregulated late in sea star and those upregulated early in planaria (e.g., cluster 3, Additional file 1: Figure S7) and hydra (e.g., cluster 1, Additional file 1: Figure S8). Many of these shared genes are associated with cycling cells (e.g., DNA polymerase subunits, MCM genes, structural maintenance of chromosomes [SMC] genes, *Orc3*, *Rrm1*, *Plk*, and *Ttk*). These data suggest the intriguing hypothesis that wound-proximal proliferation in sea star larvae is more similar to early bursts of cell proliferation than the later blastemal proliferation observed in planarian regeneration.

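In posterior fragments at 6 dpb, Rrm1 (XLOC_063225, scaffold 6406 from 23500 to 37235) had a log2 fold change of 2.30 (standard error 0.84, edgeR adjusted p = 0.385), with 1.32 in replicate 1 and 2.47 in replicate 2. Plk, listed as Plk1 (XLOC_034514, scaffold 2480 from 62999 to 76997, which overlaps another locus), changed by 2.11 (standard error 0.71, edgeR adjusted p = 0.344), with 0.74 in replicate 1 and 2.60 in replicate 2. Ttk (XLOC_074067, scaffold 8502 from 19753 to 49266) changed by 1.88 (standard error 0.69, edgeR adjusted p = 0.392) and Orc3 (XLOC_006058, scaffold 11613 from 12311 to 19642), with a mean of 38.8 counts per library, by 1.18 (standard error 0.86, edgeR adjusted p = 0.854). Orc3 was not a DEG. The MCM gene Mcm2 (XLOC_014406, scaffold 14239 from 3775 to 17734) changed by 2.34 (standard error 0.82, edgeR adjusted p = 0.361), with 1.22 in replicate 1 and 2.67 in replicate 2. With the replicate block within each time point, the edgeR adjusted p in posterior fragments was 0.0315 for Rrm1 and 0.0498 for Plk. That block did not call Ttk, Orc3 or Mcm2. In anterior fragments at 6 dpb, the changes were 0.01 for Rrm1, 0.15 for Plk, 0.12 for Orc3 and -0.36 for Mcm2, with replicate values on both sides of 0 for all but Plk. Ttk stood there at -0.17 in replicate 1 and 0.23 in replicate 2. Without the replicate block, Mcm2 was 0.11 in anterior fragments.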

### Regeneration induces coincident expression of normally tissue restricted proliferation-associated genes

We examined the expression patterns of proliferation-associated genes during regeneration (i.e., cluster V). *Mcm2*, *Runt1*, *GliA*, and *Dach* are all expressed in the anterior region of regenerating posterior fragments, coincident with the wound-proximal proliferation (Fig. 8b–e). Each gene is expressed in multiple distinct tissues, including the anterior foregut, anterior epithelium, coelomic epithelium, and gut (Fig. 8b–e). Notably, however, during embryonic and larval stages, these genes exhibit non-overlapping expression patterns. For example, *Mcm2* is expressed in the ciliary band and foregut; *Runt1* is expressed in the mouth, midgut, and hindgut; *GliA* is strongly associated with the developing coelomic epithelium; and *Dach* is expressed throughout the gut and in ciliary band epithelium (Additional file 1: Figure S11). These results indicate that a suite of genes that function in cell proliferation and are normally expressed in diverse tissues are re-deployed during regeneration and are co-expressed in the proliferating blastema.

**Fig. 8:**
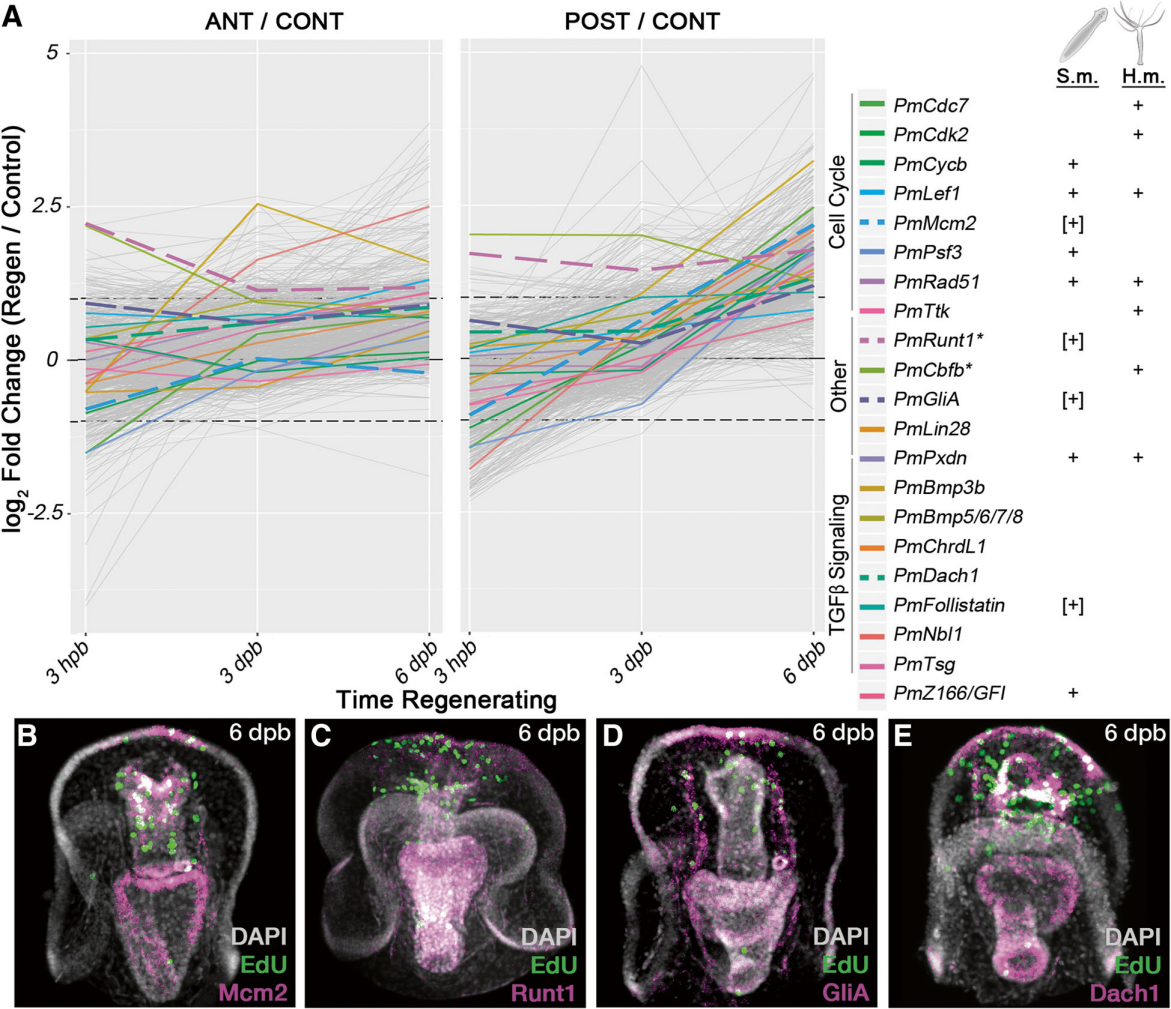
Shared proliferation-associated genes. **a** These data show sea star log fold change values for genes differentially expressed at later stages in regenerating fragments compared with non-bisected sibling control larvae (i.e., sea star cluster V). All genes assigned to cluster V are plotted in gray. Several genes, either referenced in the text or representative of functions considered, are indicated with colored lines. Next to the key for each gene is an indication (i.e., “+”) of whether an ortholog for that gene was found in an analogous cluster in either the planaria (*S.m.*) or hydra (*H.m.*) datasets. Indicators in brackets (e.g., “[+]”) are those where no overlapping ortholog was identified by our analyses, but genes with the same name were implicated by published datasets. Genes plotted with dashed lines are shown by fluorescent in situ hybridization (below). *Mcm2* (**b**), *Runt1* (**c**), *GliA* (**d**), and *Dach1* (**e**) are all expressed in the anterior aspects of regenerating fragments at 6 dpb. In many cases, the expression of these genes is coincident with an EdU^+^ cell, suggesting that these genes are expressed, at least in part, in proliferating cells

## Conclusion

While the capacity for larval sea stars to undergo WBR has been appreciated for over two decades, there has not yet been a systematic characterization of the cellular and molecular processes involved. In the present study, we demonstrate that larval sea stars exhibit many stereotypical characteristics found in other models of WBR. This is a striking finding because sea stars are Deuterostome animals and very distantly related to the other species considered here. Through our transcriptome analyses, we detect an early wound-response phase involving significant alterations in the expression of stress response genes, genes involved in signaling pathways (including MAPK, Ca^2+^) and a broad shut-down of energetically expensive anabolic processes (e.g., ribosome biogenesis). The first few days following bisection are marked by a global decrease in the number and distribution of cycling cells compared to what is typically observed in growing, non-bisected larvae. This precedes the re-establishment of developmental axes, specifically the AP axis ablated by bisection. Re-patterning of the AP axis is observed both through in situ hybridization as well as transcriptome measurements. These observations are facilitated by our extensive prior knowledge of sea star developmental patterning programs, and, indeed, genes described by the developmental gene regulatory network are enriched in these clusters. Notably, through both our transcriptome and in situ experiments, we observe that axis respecification occurs prior to the onset of wound-proximal cell proliferation, which is the last phase assayed in the present study. This is the first description of concerted, wound-proximal cell proliferation in regenerating sea star larvae. Given that this wound-facing region in both regenerating fragments is the primordium from which larval tissues regenerate, we define this proliferative zone as the regeneration blastema. In this study, we have only monitored the first half of the regeneration process up until the emergence of this blastema. Complete regeneration in these larvae takes a total of 10–14 days [42, 43].

In this work, we sought to leverage the power of comparing regeneration in a variety of contexts to identify common features. For example, we clustered gene expression levels to identify genes similarly differentially expressed in both anterior and posterior regenerating sea star larval fragments. These patterns were then used as a basis for comparison to planaria and hydra regeneration datasets. In the present study, we compared regeneration in species that last shared a common ancestor approximately 580 million years ago, at the base of the metazoa. This is the broadest direct comparison of regeneration yet described, encompassing three of the major groupings of animals (Deuterostome, Protostome, and basally branching Eumetazoa). We find evidence for similarities in the use of both broad functional classes as well as specific orthologs involved with the regenerative process among these animals. Such similarity can imply conservation—i.e., that these genes and processes are homologous and maintained from a common ancestor—or could suggest independent co-option into distinct regenerative processes. Indeed, the genes in common are orthologs with deeply conserved functions in core cellular processes that are required in many regenerative contexts (e.g., cellular proliferation and apoptosis). The significance of our finding here is not that we detect such genes, but that we find evidence for shared temporal expression in many of these processes. Furthermore there are also examples of genes with divergent expression patterns among these animals. In this work, we focus our attention on those that are shared as these have the greatest potential to inform our goal of identifying common features of highly potent regeneration. As with any EvoDevo study, it is difficult to absolutely distinguish between a genuine homology of these regenerative programs, rather than independent convergence of multiple critical pathways. These commonalities are summarized in Fig. 9. The most remarkable signature of shared genes and processes is among genes both up- and downregulated early. We are potentially most empowered to detect such an overlap among early genes as temporal synchrony between the models likely diverges later in the time course. Nonetheless, early changes to Ca^2+^ and MAPK signaling pathways, upregulation of ciliogenesis genes, upregulation of tumor suppressor genes, downregulation of autophagy genes, and activation of a suite of immediate early genes are common aspects of regeneration in these models. There is also a set of similarly expressed genes that we hypothesize are commonly involved in axial respecification, most notably genes in the WNT signaling pathway. Importantly, axis respecification occurs prior to regeneration-associated proliferation across these species. In contrast to these commonalities, we show that the temporal profiles of gene expression underlying the proliferative response are different.

**Fig. 9:**
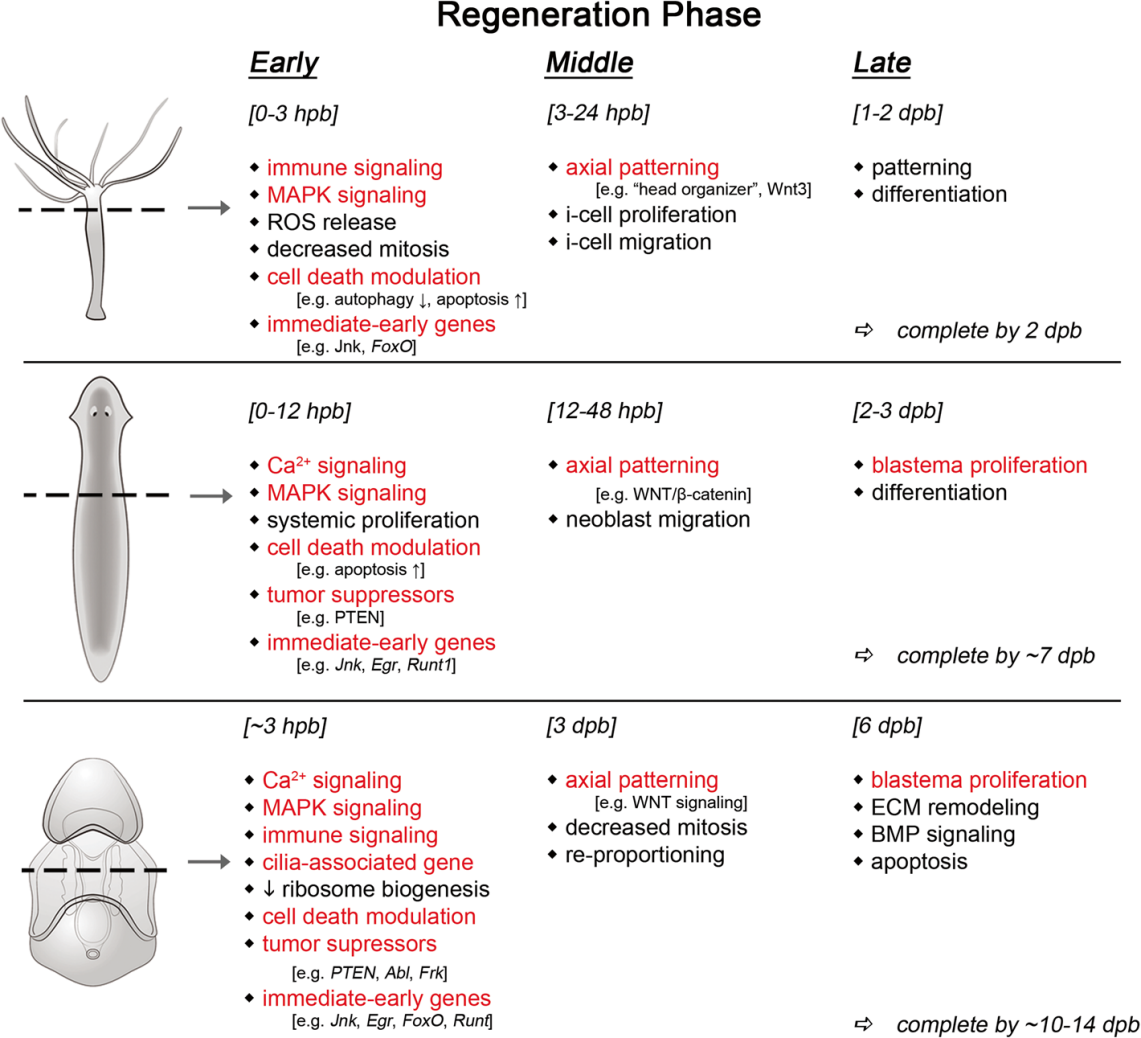
Summary of similarities between WBR models. The reported features of regeneration at early, middle, and late stages of regeneration, with respect to the datasets considered in this study, are indicated. Features detected in the sea star model in our study that are shared with the other two models are highlighted in red. Some aspects are considered in common based on shared gene expression (e.g., MAPK signaling) whereas others are based on cytological observations (e.g., blastema proliferation)

These commonalities between highly diverged WBR models highlight a deep similarity in regeneration mechanisms among the metazoa. This work also underscores the power of comparative inquiries in identifying the core components of the regenerative response and, potentially, how these components are altered in non-regenerative species.

## Methods

### Animals and regeneration paradigm

Adult *Patiria miniata* were obtained from the southern coast of California, USA (Pete Halmay or Marinus Scientific) and were used to initiate embryo cultures as previously described [78]. *P. miniata* embryos were cultured in artificial seawater at 16 °C and fed *Rhodomonas lens* ad libitum every 2 days along with fresh artificial seawater beginning at 4 days post-fertilization (dpf). All studies of regenerating larvae were conducted with larval cultures beginning at 7 dpf at which point the larvae were manually bisected stereotypically through the foregut, midway along the transverse anterior-posterior axis (Fig. 1b), with a #11 sterile scalpel. Resulting anterior and posterior fragments, as well as control (uncut) larvae, were then transferred to separate 35-mm polystyrene dishes at a density of no more than 50 larval fragments per milliliter of artificial seawater and cultured for the time indicated.

### Whole-mount staining and staining larval sections procedures

*P. miniata* larvae or regenerating larval fragments, grown for the times indicated, were fixed in a solution of 4% paraformaldehyde in MOPS-fix buffer (0.1 M MOPS pH 7.5, 2 mM MgSO_4_, 1 mM EGTA, and 800 mM NaCl) for 90 min at 25 °C and transferred to a solution of 70% ethanol for long term storage at − 20 °C. In situ hybridization experiments were performed as previously described [71, 79] using digoxigenin-labeled antisense RNA probes. Labelling and detection of proliferating cells in *P. miniata* larvae were performed using the Click-it Plus EdU 488 Imaging Kit (Life Technologies), with the following modifications. Larvae were incubated in a 10 μM solution of EdU for 6 h immediately prior to fixation in a solution of 4% paraformaldehyde in phosphate buffered saline (PBS). Larvae were fixed for a minimum of 90 min at 25 °C and subsequently transferred to a solution of 70% ethanol for storage at − 20 °C. For detection of EdU incorporation, labeled embryos were transferred to a solution of PBS and the detection was performed following the manufacturer’s protocol.

For detection of in situ and EdU staining in the same specimen, EdU-labeled larvae were fixed and hybridized with digoxigenin-labeled riboprobes, as described. Detection was performed using a 1:1000 dilution of anti-digoxigenin POD-conjugate antibody (Roche Cat# 11207733910, RRID:AB_514500) and tyramide signal amplification (Perkin Elmer). Following signal deposition, larvae were washed in PBS and EdU was detected as described.

For BrdU pulse-chase experiments, larvae were labeled with 50 μg/ml solution of BrdU (Sigma B5002) for 6 h after which they were washed and placed in fresh seawater. Following fixation, larvae were denatured in 2 M HCl and 200 mM NaCl for 30 min at 37 °C. The denaturant was neutralized in 0.1 M Borate buffer (pH 8.5), followed by blocking in PBS with 2% BSA and 0.1% Tween 20. The anti-BrdU antibody (Sigma-Aldrich Cat# B2531, RRID:AB_476793) was diluted 1:100 in blocking buffer incubated for 1 h. The larvae were then washed in PBS with 0.5% Tween-20 and incubated in a 1:500 dilution of anti-mouse Alexa 568 (Thermo Fisher Scientific Cat# A-21124, RRID:AB_2535766) for 1 h. Following additional PBS washes, EdU detection was performed as described.

For TUNEL staining, animals were fixed in 4% paraformaldehyde in 0.01 M phosphate buffer (pH 7.4, 1007 mOsm) for 24 h at 4 °C. After fixation, the embryos were incubated in 0.1 M glycine in phosphate buffer with 0.1% Tween 20 for 1 h to quench residual autofluorescence. The tissues were permeabilized in 0.5% Triton X-100 for 30 min and by Proteinase K digestion (8 μg/ml, 10 min at room temperature). Cells undergoing programmed cell death were identified using the Fluorescent FragEL™ DNA Fragmentation Detection Kit (Calbiochem) as per the manufacturer’s protocol. Images of whole-mount specimens were taken using the Zeiss LSM 880 scanning laser confocal microscope. Maximum intensity Z-projections and automatic cell counting were generated in the Fiji image processing software.

At least two independent biological replicate experiments were performed for each in situ, EdU staining, or TUNEL staining experiment, examining the pattern of at least 10 specimens per replicate. For quantitation of EdU and TUNEL images, Z-projections were generated and counted in ImageJ. Images were converted to 16-bit prior to thresholding. For images of anterior larval segments, a 0.4% threshold was used, and for images of uncut larvae and posterior segments, a 1% threshold was used. Each image was then converted to a binary mask shed. Using the Watershed tool, larger objects were segmented into individual cells. To segment each image into three sections (wound, middle, distal), each image was divided into three equal portions. To quantify the number of EdU+ cells in each section, the Analyze Particles tool was used. For uncut larvae, the size parameters used was 5–300 μm^2^ and for regenerating larvae, 20–300 μm^2^. Statistical analysis of count data was performed using the estimation stats website [80] and, in all cases, used the 0 dpb as a shared control sample, and reported *p* values are based on nonparametric Mann-Whitney *U* tests.

For histology, larvae were fixed in 4% paraformaldehyde in 0.01 M phosphate buffer (pH 7.4, 1007 mOsm). After fixation, the specimens were rinsed in the same buffer and postfixed in 1% OsO_4_ for 1 h. The samples were dehydrated in a graded series of ethanol and propylene oxide and embedded in the Araldite epoxy resin. Sections were cut with glass knives on Ultracut E (Reichert, Vienna, Austria). The serial semi-thin (1 μm) sections were collected on gelatin-coated slides, stained with 1% toluidine blue in 1% aqueous sodium borate and mounted in DPX (Fluka). The sections were viewed and photographed with a Leica DMI 4000B microscope equipped with a Leica DFC 420C camera.

### RNA-Seq, read mapping, and transcriptome assembly

For transcriptome measurements, larvae were grown and bisected as described in the results. RNA was collected from pools of approximately 300 sibling individuals of regenerating anterior fragments, regenerating posterior fragments, as well as uncut control larvae. Two biological replicate samples were prepared for each timepoint for a total of 18 samples. RNA was extracted using the GenElute Mammalian Total RNA Kit (Sigma-Aldrich). Illumina TruSeq library preparation and HiSeq 2500 50 bp SR sequencing were performed (USC Epigenome Center).

RNA-Seq reads were trimmed of residual adapter sequences and low-quality bases (Trimmomatic v0.32 [81]). High-quality reads were mapped to the *P. miniata* v1.0 genome assembly (Tophat v2.0.12 [82]), and in total, 422.9 M uniquely mapping reads were recovered from the 18 samples at an average depth of 23.5 M reads per sample. Uniquely mapping reads were assembled into transcripts using Cufflinks [83], and the MAKER2-based gene predictions hosted at Echinobase were used to guide transcript assembly. Reads uniquely mapping to a gene (locus) from this Cufflinks transcriptome assembly were counted (HTSeq-count v0.6.1p1 [84]). Read counts were normalized, and genes detected with more than three reads per million, corresponding to 50–120 uniquely mapping reads depending on the sample, in at least two samples were retained for further analyses, corresponding to 31,798 expressed genes. 

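Of 80165 loci, 1215 had 0 counts in all libraries. The filter of more than 3 CPM in at least 2 libraries keeps 31798 loci here, the same 31798 that the authors' table lists, and they hold 98.1% of the counts. A minimum of 1 CPM keeps 46828 loci and a minimum of 0.5 keeps 59787. The 10 highest loci took 9.99% to 18.0% of the counts of a library.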

Raw and processed sequencing reads have been deposited into the NCBI Gene Expression Omnibus (GSE97230) [85] and analysis scripts are available upon request.

### Gene Ontology term annotation and ortholog identification

The newly assembled sea star genes were annotated in three ways: by identifying the reciprocal best BLAST hit (rBBH) between the sea star transcript and either sea urchin or mouse genes and using Blast2GO. Nine thousand twenty-seven (28.4%) loci have an rBBH match to a sea urchin protein, 7212 (22.7%) loci have an rBBH match to a mouse gene, and 9617 (30.2%) assembled loci were annotated using Blast2GO. GO terms for each sea urchin and mouse genes were assigned to their respective rBBH match in the sea star set, and these were used for enrichment analyses. Overall, the results based on all three annotation methods are highly similar (Fig. 3b and Additional file 1: Figure S6). Reciprocal best BLAST hits (rBBH) were also used to identify putative orthologs between the sea star genes and the planaria and hydra transcripts. We found 5220 *S. mediterranea* transcripts and 6091 *H. magnipapillata* transcripts with an rBBH match to a sea star transcript. The identified orthologs for each sea star transcript are reported (Additional file 2: Table S1).

### Differential expression testing and hierarchical clustering

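Across the expressed loci, the Pearson r between the 2 replicates of a group, computed on log2 CPM with a pseudocount of 1, had a mean of 0.851 over the 9 groups. It was lowest in anterior fragments at 3 dpb (0.817) and highest in posterior fragments at 6 dpb (0.904). On raw counts the mean was 0.924, and with a pseudocount of 0.1 it was 0.805. The scale is not stated in the paper's text, and r across genes rests mostly on differences between genes.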

Expression levels in biological replicate samples are highly correlated (Pearson correlation coefficient = 0.985). Regenerating fragments were compared to age-matched sibling uncut control larvae and differential expression was assessed using a generalized linear model quasi-likelihood F test (edgeR [86, 87]), controlling for sample batch. 

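The replicate number was the largest source of variation. In a principal component analysis of log2 CPM, component 1 (37.3% of variance) separated replicate 1 from replicate 2 in all groups, except that replicate 2 of posterior fragments at 6 dpb lay on the side of replicate 1. Component 2 held 18.8%. The difference between the replicates was computed per locus in each group. Between groups of the same time point these differences had an r across loci of 0.742 to 0.916 (9 pairs of groups), between 3 hpb and 3 dpb 0.585 to 0.675, and between 6 dpb and an earlier time 0.179 to 0.456 (18 pairs). The common dispersion was 0.146 with the replicate number as a block (8 residual degrees of freedom), 0.341 without it (9) and 0.0475 with the replicate block within each time point (6). Without the replicate block, the number of DEG was 4733.

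**Figure D5:**
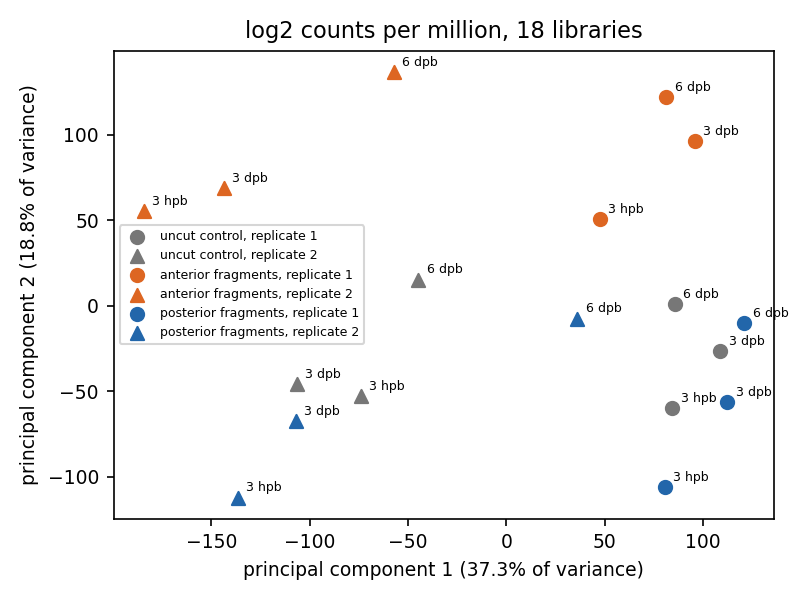
The 18 libraries on the first 2 principal components of log2 CPM (axes give the percent of variance), colored by uncut controls, anterior and posterior fragments, with circles for replicate 1 and triangles for replicate 2. Replicate 1 lies to the right and replicate 2 to the left, except replicate 2 of posterior fragments at 6 dpb, which lies to the right of 0.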

Differentially expressed genes (DEG) were defined as those changes detected below a *p* value of 0.05 and with a fold change greater than twofold in either direction. Using these criteria, there are 9211 total DEG in at least one regenerating fragment compared to the control larvae and at least one of the timepoints sampled, which represents 28.97% of all of the expressed genes detected (Additional file 2: Table S1).

The fold change values for all 9211 DEG relative to control larvae were clustered by first computing the euclidean distance matrix, and then, these values were then clustered using the “ward.D2” method provided as part of the R hclust function. The optimum number of clusters was determined by cutting the resultant dendrogram at various heights and empirically determining at which height the number of clusters began to plateau (*h* = 42). 

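With the DEG computed here, the tree gave 9 clusters at the height of 42 and was also divided into 8. The 8 clusters held 2259, 778, 577, 599, 1293, 1695, 301 and 422 loci. By the rules on the mean profiles, 1293 and 1695 loci joined cluster I, and the clusters of 778, 599 and 301 loci joined cluster IV. The 9 clusters gave the same 5 group sizes. On 500 simulated loci with known profiles, the grouping placed all (100%) in their group. These profiles were built to meet the rules and lay well apart, with less spread than real loci. In cluster IV, for example, the SD across loci was 2.31 in anterior fragments at 6 dpb. The simulation therefore checks the procedure and does not show how accurately real loci are grouped.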

The result was eight distinct clusters. However, we noted that several clusters shared similar overall patterns (Additional file 1: Figure S4). As the similar clusters shared very similar GO enrichments and expression patterns over the time course, we further grouped these into the final five clusters reported in the text. The grouping of clusters did not alter the enrichment of GO terms or our other downstream analyses (Additional file 1: Figure S6).

For the planaria and hydra regeneration datasets, data was obtained from supplemental tables associated with each publication. The planarian data were reported as normalized read counts for the 15,422 transcripts detected. These counts were log_2_-transformed and then scaled to *z*-scores, or the number of standard deviations from the mean value for each transcript, and only those transcripts considered differentially expressed as reported by the authors were considered. This resulted in 7975 transcripts that were then clustered in the same way as described above for the sea star transcripts. The hydra data were reported as binned *z*-scores for the 28,138 transcripts detected corresponding to lower, mid, and upper third of expression range for each transcript. We only clustered transcript values for which a positive reciprocal match was detected, leaving 5779 transcripts for our analyses. The euclidean distance matrix was calculated, as with the other datasets, but to accommodate the binned nature of these data the hierarchical clustering was performed using the “average” method provided with the hclust R function. A fine-grained resolution of common gene expression dynamics across these species is not warranted without more closely aligning experimental designs, including sampling time points and normalization strategies. Therefore, for each of these datasets, we sought very broad cluster classifications such that assigned genes are either upregulated early and down later or vice versa in their respective time course. The result is three clusters each for the *S. mediterranea* and *H. magnipapillata* datasets (Additional file 1: Figure S7 and S8).

### Nanostring nCounter assay analysis

A custom Nanostring nCounter codeset was designed, available upon request, consisting of 114 total probes—8 negative control, 6 postitive control, 11 housekeeping control, and 89 gene-of-interest probes. RNA was prepared from similarly staged larvae and hybridized to the codeset as directed by the manufacturer. The nCounter DA71 digital analyzer output files were collected, and further analysis was performed using the NanoStringDiff R package [88]. Briefly, background signal was defined for each sample as the mean plus two standard deviations of the negative control probes and assigned as the negative control normalization factor parameter. The geometric mean of signals for each sample from positive control probes and housekeeping probes were used to calculate a positive control and housekeeping scaling vectors for each sample. Differential expression between regenerating fragments and control, uncut larvae was determined using a generalized linear model likelihood ratio test (*p* < 0.05). Probes that failed to express above background levels were omitted from further analyses (Additional file 3: Table S2). Finally, heatmaps of fold change calculated based on Nanostring measurements were plotted for genes assigned to groups based on RNA-Seq cluster identities (Additional file 1: Figure S5). Genes with similar general expression dynamics (e.g., up early in both fragments, down early in both fragments, etc) in both RNA-Seq and Nanostring experiments were detected.

## Additional files

Additional file 1: **Figure S1.** Anterior fragment regeneration. **Figure S2.** Data used to make length ratio measurement. **Figure S3.** TUNEL signals are unchanged at 3 hpb and do not localize through 6 dpb. **Figure S4.** Sea star cluster consolidation. **Figure S5.** Nanostring nCounter validation of RNA-Seq data. **Figure S6.** Gene ontology enrichments. **Figure S7.** Comparison of *P. miniata* and *S. mediterranea* datasets. **Figure S8.** Comparison of *P. miniata* and *H. magnipapillata* datasets. **Figure S9.** Additional genes that are upregulated early and localized to the wound site. **Figure S10.** Recovery of anterior-posterior axis specification genes. **Figure S11.** Whole mount in situ hybridization showing larval and embryonic expression of genes associated with proliferation.

Additional file 2: **Table S1.** RNA-Seq results. Table summarizing results of *P. minata* RNA-Seq experiments including each identified gene (“xloc”) along with a human-readable gene name and corresponding PMI accession based on Echinobase Pmin v1.0 annotations. For each gene, it is indicated whether it was found to be differentially expressed in any sample (“DE”) along with the fold change values for anterior and posterior regenerating fragments, relative to controls, for 0, 3, and 6 dpb. In addition, for each gene, if an ortholog was identified by reciprocal best blast in *S. purpuratus*, *S. mediterranea*, *H. magnipapillata*, or *M. musculus*, the accession of the identified ortholog is indicated. (CSV 4973 kb)

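The deposited version of this table holds the authors' log2 fold changes of all 31798 loci in the 6 comparisons. Against these, the fold changes fitted here had a Pearson r across loci of 0.984 to 0.999, and 96.2% to 99.6% of loci had the same sign, depending on the comparison. The median absolute difference was 0.00101 to 0.0299 log2 units, smallest in the 2 comparisons at 3 dpb.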

Additional file 3: **Table S2.** Nanostring nCounter results. Table summarizing the results of Nanostring nCounter experiments used to validate the RNA-Seq dataset. The table consists of the probe name as well as the pertinent identifiers, including xloc and tcons and a binary T/F flag indicating whether the probe was determined to be working. The observed fold change in expression from anterior and posterior fragments relative to controls at 0, 3, and 6 dpb are shown (e.g., a0_c0, a3_c3, etc). Finally the sequence of each probe is indicated along with the Nanostring probe accession. (CSV 23 kb)

## Abbreviations

ANT: Anterior
AP: Anterior-posterior
CONT: Control
DEG: Differentially expressed gene
dpb: Days post-bisection
GO: Gene Ontology
GRN: Gene regulatory network
*H.m.*: *H. magnipapillata*
hpb: Hours post-bisection
POST: Posterior
rBBH: Reciprocal best blast hit
*S.m.*: *S. mediterranea*
WBR: Whole-body regeneration

How the deposited data were processed for this re-analysis (not part of the article)

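RNA from pools of larvae or larval fragments of the bat star was sequenced in 18 libraries, 2 replicates for each of uncut control larvae, anterior fragments and posterior fragments at 3 hpb (0 dpb in the labels of the libraries), 3 dpb and 6 dpb. Samples were grouped by the fragment, time point and replicate number in their labels. The authors trimmed reads with Trimmomatic, mapped them with Tophat to the P. miniata v1.0 assembly, assembled uniquely mapping reads into loci with Cufflinks and counted them per locus with HTSeq-count. The count files hold whole reads per locus without normalization. A second file holds the authors' log2 fold changes against controls for the expressed loci, and another the exons of the loci on the scaffolds of the assembly, from which positions and overlaps were taken.

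Counts on loci per library, their range within each group and the share of reads outside loci are given where the experiment is introduced. Each group has 2 libraries, so the precision of a value rests on the spread between 2 replicates and on the dispersion shared across loci and groups. A locus with 3 counts or fewer in all libraries of a group is given only as a bound on the fold change.

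Loci with more than 3 CPM in at least 2 libraries were tested. Differential expression used R 4.3.3 with edgeR 4.0.16: TMM factors, 1 quasi-likelihood fit of all 18 libraries with the 9 groups and the replicate number as a block, and F tests of each fragment against controls of its time point, of anterior against posterior fragments, and of the change between time points. A DEG has an unadjusted p under 0.05 and more than a 2-fold change. A single gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all tested loci. Fold changes of single replicates used log2 CPM with a prior count of 2. Sets of loci were tested with camera and fry of limma 3.58.1 and, within DEG that have a name, with two-sided Fisher's exact tests adjusted over all sets and clusters. DEG were clustered with Euclidean distances and the ward.D2 method into 8 clusters, joined to 5 groups. DESeq2 1.42.0 gave the alternative test. Summaries and figures used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

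The genes named in the text were chosen by a rule: every gene named in the paper's results or in the keys of Figs. 6a, 7a and 8a that a name in the authors' tables matches, and for each fragment at 3 hpb and 6 dpb the 3 largest rises and the 3 largest falls among named DEG with an adjusted p under 0.05 and the same direction in both replicates. After the analysis, 3 genes of the paper were left out of the gene lists for a reason unrelated to their values, so the counts and medians of these lists are those of the genes that remain. Of 96 genes of the paper, 77 were matched and 19 were not. 38 matched 1 locus by name. Where several loci carry a name, the locus of the paper's Nanostring probe was used, and otherwise the locus with the highest mean count. This choice and the exclusions from the name patterns of the sets were made while the names in the tables were read. Of the lists not given elsewhere, the paper's genes for chromatin and RNA processing (3 loci) had a median change of -1.16 in anterior and -0.75 in posterior fragments at 3 hpb, with 1 and 0 called over all genes (2 and 0 with the replicate block within each time point) and 2 and 1 at an unadjusted p under 0.05. Those for other early repressed regulators (3 loci) had medians of -0.91 and -0.65, with 0 called in both (1 and 0 with the replicate block within each time point), and 1 and 0 at an unadjusted p under 0.05. The genes the paper cites from earlier reports (5 loci) had medians of -0.13 and 0.29, with 0 called in both (1 and 0 with the replicate block within each time point), and 1 and 0 at an unadjusted p under 0.05.

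The procedure was tested on simulated data with this design, in which 200 of 31798 loci had been changed. edgeR recovered 26.0% of them at an adjusted p under 0.05 and 85.0% at an unadjusted p under 0.05, and DESeq2 57.0% and 86.0%. Among loci with large changes, the shares at an adjusted p were 51.5% and 80.3%. Shared controls were imitated in 10 simulations of unchanged fragments against the same controls. Each library was drawn independently, so replicate differences that change with the time point were not imitated.

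Alternatives changed 1 choice at a time: an adjusted p or no minimum fold for DEG, DESeq2 size factors or library size alone for TMM, DESeq2's Wald test, no replicate block, no filter or a lower filter on counts, a fit per time point, values without either replicate, another height for the clusters, fry or an estimated correlation for the sets, other scales for the correlation of replicates, and a restricted range for the Nanostring comparison. The replicate block within each time point was added after the data had been examined. Further fits were tried after the authors' fold changes had been compared with those computed here: robust and likelihood ratio versions of the edgeR fit, TMM factors before the filter, and the groupings of time points and replicates into batches, searched for the one closest to the authors' fold changes. Their values are not reported because none was planned, and none matched the authors' values exactly.

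The GO enrichments, the comparisons with other species, the in situ images and the cell counts were left out, since their inputs are not among the files analysed. Sequence reads were not reprocessed. With groups of 2 libraries, other divisions of the samples and a search for outlying samples within a group were not possible.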

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

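The tests of scaling were chosen only after the medians had been seen, as was the rule that a difference of a set between the fragments is listed when camera and fry both call it in either of the 2 blocked fits, while comparison sets were listed by camera alone, and the tests of single replicates and of matched lists were chosen before their results were seen.

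Anterior and posterior fragments differed directly, in a test in which the controls cancel. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and more than a 2-fold change, 1659 loci differed at 3 hpb, 1138 at 3 dpb and 1362 at 6 dpb. Of these, 1389, 928 and 865 were lower in anterior fragments. At 6 dpb the replicate block within each time point, chosen after the data had been seen, gave 1759 higher and 1632 lower. With library size alone as scaling the counts were 1542, 1050 and 1168, so scaling did not remove these differences. The design names a biological difference, the region of the larva, which stays open together with the response to bisection, since the test does not separate them.

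The change against controls was also compared between 3 hpb and 6 dpb. In anterior fragments 6 loci differed at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in posterior fragments 0. At an unadjusted p under 0.05 they were 3072 and 3543. With the replicate block within each time point, chosen after the data had been examined, 738 and 1701 loci differed. That fit allows the difference between replicates to vary with time, which is where the time comparison is exposed to it, and no biological explanation was tested.

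Cilium genes were higher in anterior than in posterior fragments by a median of 0.64 at 3 hpb, 0.72 at 3 dpb and 0.80 at 6 dpb, and both camera and fry called each difference. Scaling is argued against at 6 dpb: the smaller median under 2 other scalings was 0.67, against 0.80 under TMM. So is the weight of 1 replicate: the median was 0.65 in the replicate where it is smaller and 0.99 in the other. A biological difference between the regions, or in the response of each fragment, stays open as a hypothesis and was not tested.

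DNA replication genes were lower in anterior than in posterior fragments at 6 dpb, and mitosis genes by a median of -1.16. DNA replication genes are given beside mitosis genes although fry called their difference in neither fit (adjusted p of 0.239 and, with the replicate block within each time point, 0.0723). For DNA replication genes the smaller median under 2 other scalings was -1.15, against -1.18 under TMM, and the replicates gave -0.63 and -1.36, which argue against scaling and against 1 replicate as the source. For mitosis genes fry called the difference only with the replicate block within each time point. Ribosome biogenesis genes differed at 6 dpb by a median of -0.54, also called by fry only in that fit. That the fragments proliferate to a different extent at 6 dpb stays open and was not tested.

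Wnt ligand genes differed between anterior and posterior fragments by -2.71 at 3 hpb, -3.13 at 3 dpb and -2.79 at 6 dpb, called by camera and fry at each time. With library size alone as scaling the differences were -2.73, -3.06 and -2.91, so scaling did not remove them. Regional expression in the larva, named by the design, was not tested apart from a response to bisection.

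Ribosomal protein genes, a comparison set the paper does not discuss, were higher than in controls in posterior fragments by a median of 0.47 at 3 hpb and 0.31 at 3 dpb, lower in anterior fragments by -0.20 at 3 dpb, and differed between the fragments at 3 dpb by -0.51. At 3 hpb in posterior fragments the smaller median under 2 other scalings was 0.0768, with library size alone, so scaling stays open as a source of most of this rise. Under TMM it lay above 99.75% of random lists matched on mean expression, whose median was 0.34, and the replicates gave 0.18 and 0.72. These values argue against a change of all abundant loci and 1 replicate as the whole source. Fry did not call the changes against controls (adjusted p of 0.216 at 3 hpb and 0.482 at 3 dpb in posterior fragments). A biological cause was not tested.

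Proteasome genes, a second comparison set, were higher by 0.19 in anterior and 0.30 in posterior fragments at 3 dpb, and heat shock genes by 0.20 in posterior fragments at 3 dpb. Camera called these with its preset correlation and fry did not. With library size alone as scaling the medians were 0.16, 0.22 and 0.11. These small medians were not followed further, and no biological explanation was tested.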

How the results depend on the processing

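The replicate block within each time point was chosen only after the difference between replicates had been seen. The other alternatives were set in advance. Where a count below moved by more than 1.5 times, the cause was not tested, unless the alternative's construction shows it: an adjusted p and a minimum fold change admit fewer loci, and leaving out the filter tests more.

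At a Benjamini-Hochberg adjusted p under 0.05, DEG numbered 2301 in at least 1 comparison. Anterior fragments had 2167, 718 and 696 at the 3 time points and posterior fragments 21, 0 and 2. At 3 hpb 5 were higher in both fragments, 1 lower in both and 4 opposite, and at 6 dpb 0 were higher in both. Anterior and posterior fragments differed in 1659, 1138 and 1362 loci. With no minimum fold change, posterior fragments had 3503, 880 and 2892 DEG, and 914 were higher and 895 lower in both fragments at 3 hpb.

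With library size alone as scaling, posterior fragments at 3 hpb had 3514 DEG, 210 loci were higher in both fragments, 1787 lower in both and 103 opposite. The anterior genes rose by a median of 3.00 in posterior fragments. DESeq2 size factors left all of these counts within 1.5 times.

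Without the replicate block, DEG numbered 4733, with 3654 in anterior fragments at 3 hpb and 1219, 311 and 514 in posterior fragments. At 3 hpb 357 were higher in both fragments, 197 lower in both and 239 opposite, at 6 dpb 35 were higher in both, and the fragments differed in 1804 loci at 6 dpb. With the replicate block within each time point, posterior fragments had 3265, 998 and 2686 DEG, 983 were higher in both at 3 hpb, 650 opposite, and 146 higher in both at 6 dpb. Clusters III and V then held 166 and 1190 loci, and 6 anterior genes were called as recovering, as many as with DESeq2's Wald test (6). A separate fit per time point gave 1228 DEG in posterior fragments at 3 dpb, 1003 higher in both and 726 opposite at 3 hpb, and 132 higher in both at 6 dpb.

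Without the filter on low counts, DEG numbered 14286, with 8752, 2630 and 2688 in anterior and 3582, 1173 and 3009 in posterior fragments. Then 879 were higher and 653 lower in both at 3 hpb, 154 higher in both at 6 dpb, and the fragments differed in 5649, 4133 and 5464 loci. The correlation of the fragments' changes was 0.265 at 3 dpb and 0.324 at 6 dpb. With more than 1 CPM it was 0.0450 at 3 dpb, and a minimum of 0.5 CPM kept 59787 loci.

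The correlation of replicates was 0.924 on raw counts and 0.805 with a pseudocount of 0.1. In clusters of DEG at an adjusted p, the 5 groups held 688, 632, 22, 959 and 0 loci. Fry called 7 pairs of set and comparison and camera with an estimated correlation 0. From 3 hpb to 3 dpb the anterior genes rose by 1.35. The share of pairs of probe and comparison with the direction of the RNA-Seq value was 88.1% in the restricted range.

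Across the 2 sets of values that each left out one replicate, the correlation of the fragments' changes ranged from 0.267 to 0.465 at 3 hpb, from 8.9e-04 to 0.0817 at 3 dpb and from 0.101 to 0.295 at 6 dpb. The median rise ranged from 2.58 to 2.96 for the anterior genes and from -1.16 to 0.43 for the posterior genes, whose sign therefore depends on the replicate.

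Of the 92 changes of single genes in the text, 28 were called. Directions reversed in 7 cases. Scaled by library size alone, Birc6 was -0.0825 in anterior and -0.0533 in posterior fragments, and Erg -0.12 and -0.35, all at 3 hpb. This follows the shift of all loci under that scaling. In anterior fragments at 6 dpb, Mcm2 was 0.11 without the replicate block, and Ttk 0.00554 with DESeq2 size factors and 0.0159 with DESeq2's test, each from a value within its standard error of 0. Library size alone also left 3 called genes under the threshold and brought 5 others past it. DESeq2's test brought 17 past it and the replicate block within each time point 31, and without the replicate block 16 fell under it. Without replicate 1, 20 changes moved by more than the spread between replicates, and without replicate 2, 16. Depth limits loci at 3 counts or fewer, whose falls are bounds.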

Differences from the paper's values

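The replicate block within each time point, the likelihood ratio version and the grouping into batches were chosen only after the values had been seen, and the other tests before.

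The paper gives a Pearson correlation of 0.985 between replicates, and the mean over the 9 groups was 0.851 on log2 CPM with a pseudocount of 1. On raw counts it was 0.924 and with a pseudocount of 0.1 0.805, so none of the alternatives set before the data were examined closed the gap.

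The paper's 9211 DEG compare with 7924 here. No alternative gave the paper's number. DEG numbered 8598 with DESeq2's Wald test, 7972 with DESeq2 size factors, 10128 with library size alone as scaling, 10227 with a fit per time point and 10589 with the replicate block within each time point, which was chosen after seeing the values. Of the unplanned fits named under the alternatives, a likelihood ratio version and a grouping into batches, searched for closeness to the authors' fold changes, came nearer to the paper's number than these.

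By the criteria of a DEG, some genes that the paper lists as changed were not DEG here. Among early genes these are Birc6, Toe1, Elk, Bmi1L, Nsun2 and Vrk, and among late genes Cdc7, Cdk2, Pxdn, Tsg and Orc3. Of these, Elk had an adjusted p of 0.00108 in anterior and 0.0349 in posterior fragments from edgeR's quasi-likelihood test with the replicate block within each time point, chosen after seeing the values (ranges over the alternatives 0.00108 to 0.575 and 0.0349 to 1.00). The paper describes Toe1 as lower early, and its fitted changes were -0.88 in anterior and -0.14 in posterior fragments.

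At an adjusted p under 0.05 from edgeR's quasi-likelihood test, further genes that the paper calls were not called. Of the immediate early genes, 1 of 8 was called in anterior and 0 in posterior fragments, where 4 had an unadjusted p under 0.05. With the replicate block within each time point, 8 and 3 were called, and with DESeq2's Wald test Egr, Klf2/4, Mcl and Creb3l3 passed the threshold in anterior fragments. Of the tumor suppressors, 0 were called in posterior fragments, 4 had an unadjusted p under 0.05, and 4 were called with that block. DESeq2's test called Frk, Rbbp6L and Plk2 there. For anterior fragments at 3 hpb, DESeq2's test and that block also called Ccdc11, Rsph3, Runt1, Fadd, Ulk1, Atg14, Uvrag and Wnt5, and library size alone as scaling called Atg12, Atg14, Uvrag, Wnt5 and Wnt7. That block also called Atg12 there. For posterior fragments at 3 hpb, DESeq2's test and that block called Ulk1, and that block also called Wee1, Egr, Elk, Mcl, Fadd and Atg12. At 6 dpb that block called Rrm1, Plk, GliA and Dach1 in posterior and GliA in anterior fragments, and DESeq2's test called Dach1 in posterior fragments.

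The paper describes cluster V genes as higher in both fragments by 6 dpb. Here the 577 loci of that cluster had means of 0.75 in anterior and 1.59 in posterior fragments at 6 dpb. Of the late genes the paper names, some of which fell outside the cluster here, the median in anterior fragments was 0.35 and 2 of 20 were DEG and higher, against a median of 1.34 and 12 in posterior fragments. The paper describes cluster I, in which it reports cilium functions, as higher early in both fragments, and the median of the set in posterior fragments was 0.01 at 3 hpb. It describes posterior genes as unaffected in posterior fragments and anterior genes as unaffected in anterior fragments, and their medians there were 0.69 and 0.75 at 3 hpb. With library size alone as scaling these medians were 0.34 and 0.29. Of the 14 posterior genes 0 were called there over all genes, and of the 7 anterior genes 2 (2 and 2 with the replicate block within each time point). The paper draws FoxQ2 with cluster III and Psf3, Cbfb and Follistatin with cluster V. Here FoxQ2 fell in cluster V, Psf3 in cluster II, and Cbfb and Follistatin in cluster I. The locus used for Wnt8, named as a posterior marker, was not a DEG and was higher in anterior fragments by 0.67. Another locus carries that name, and its change is not given here.

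For recovery, the paper describes several genes of both clusters as returning to the level before bisection within the time course. It adds that recovery seems later in anterior than in posterior fragments, and its in situ images show Frizz9/10 returning in anterior fragments. Here 5 of 7 anterior genes in posterior fragments were below controls at 6 dpb, at a median of -0.55, but 0 differed from controls at an unadjusted p under 0.05, so a difference from the paper was not shown for them. The test of the change called 0 of them over all genes, 6 at an unadjusted p under 0.05, and 6 with DESeq2's Wald test or with the replicate block within each time point. For posterior genes in anterior fragments, 6 of 12 rose and 12 were below controls at 6 dpb. Since the paper describes a delay there, these values alone do not show a difference from it.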

Other observations

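The tests of tissue removal, of the Wnt ligand genes and of the share of small p in posterior fragments at 3 dpb were chosen only after the results had been seen, and the tests of the difference between the replicates were chosen before.

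The paper explains the falls of the fragment-specific clusters III and IV by the removal of the tissue of the other part. The test made here took all loci more than 2-fold lower in anterior fragments of 1 replicate, with those that fell in both fragments, and so does not test that explanation. At 3 hpb the median of these loci in posterior fragments of the other replicate, relative to all loci, was -0.107 with the loci chosen in replicate 1 and 0.0888 with those chosen in replicate 2. At 6 dpb the medians were 0.336 and -0.0290 in the same order. At both times the values lie on both sides of 0, and no conclusion on removal is drawn from them. Wnt ligand genes in posterior fragments at 3 hpb lay 0.88 and 1.14 above all loci in the 2 replicates. For these genes removal and induced expression cannot be told apart, because both would give such a rise.

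In posterior fragments at 3 dpb, only 2.77% of loci had an unadjusted p under 0.05, which is less than unchanged loci would give. With the replicate block within each time point the share was 8.17%. A candidate explanation is a difference between the replicates that changes from one time point to the next, which would inflate the residual spread of a fit with 1 difference for all time points. No biological explanation was tested.

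Replicate 1 differed from replicate 2 in every group. 26.2% of loci differed in the same direction in all 9 groups, where 0.391% would by chance if the groups were independent. They were not, since the differences had an r of 0.742 to 0.916 between groups of the same time point. This share therefore does not decide whether a few loci are the source. 4899 loci (15.4%) had a mean difference of more than 2-fold. Across loci the difference did not follow exon length (Spearman rho 0.0207), and loci that share a name differed 1.08 times as much as the others, which argue against exon length and shared names. In replicate 1 the alignments counted as not unique came to 74.3% to 85.3% of the unique reads of a library (median 78.7%), and in replicate 2 to 51.7% to 59.7% (median 55.4%). 4 loci had more than 50 counts in every library of replicate 1 and 3 or fewer in every library of replicate 2, and 1 the reverse. A difference of parents, of culture or of library preparation between the replicates stays open, and the labels do not give them.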
